# The Clock:Cycle complex is a major transcriptional regulator of *Drosophila* photoreceptors that protects the eye from retinal degeneration and oxidative stress

**DOI:** 10.1371/journal.pgen.1010021

**Published:** 2022-01-31

**Authors:** Juan Jauregui-Lozano, Hana Hall, Sarah C. Stanhope, Kimaya Bakhle, Makayla M. Marlin, Vikki M. Weake

## Abstract

The aging eye experiences physiological changes that include decreased visual function and increased risk of retinal degeneration. Although there are transcriptomic signatures in the aging retina that correlate with these physiological changes, the gene regulatory mechanisms that contribute to cellular homeostasis during aging remain to be determined. Here, we integrated ATAC-seq and RNA-seq data to identify 57 transcription factors that showed differential activity in aging *Drosophila* photoreceptors. These 57 age-regulated transcription factors include two circadian regulators, Clock and Cycle, that showed sustained increased activity during aging. When we disrupted the Clock:Cycle complex by expressing a dominant negative version of Clock (Clk^DN^) in adult photoreceptors, we observed changes in expression of 15–20% of genes including key components of the phototransduction machinery and many eye-specific transcription factors. Using ATAC-seq, we showed that expression of Clk^DN^ in photoreceptors leads to changes in activity of 37 transcription factors and causes a progressive decrease in global levels of chromatin accessibility in photoreceptors. Supporting a key role for Clock-dependent transcription in the eye, expression of Clk^DN^ in photoreceptors also induced light-dependent retinal degeneration and increased oxidative stress, independent of light exposure. Together, our data suggests that the circadian regulators Clock and Cycle act as neuroprotective factors in the aging eye by directing gene regulatory networks that maintain expression of the phototransduction machinery and counteract oxidative stress.

## Author summary

Age-associated changes to the retinal transcriptome often correlate with physiological changes, such as loss of visual function and increase in cell death. However, the mechanisms that contribute to these transcriptomic changes are poorly understood. Here, we used a genomics/bioinformatics approach to identify transcription factor binding sites with differential activity in aging *Drosophila* retina outer photoreceptors. Amongst these age-regulated transcription factors, we identify the circadian regulators Clock and Cycle. Using a genetics approach, we find that photoreceptor-specific disruption of the Clock:Cycle complex makes the *Drosophila* eye susceptible to light-dependent retinal degeneration, and light-independent increase of oxidative stress, showing that a functional circadian clock contributes to visual health and function in *Drosophila*. Because disruption of circadian rhythms has been associated with the onset of several age-related eye diseases, our data shows that the *Drosophila* retina serves as a useful model to study how disruption of the circadian clock contributes to neurodegeneration in the retina.

## Introduction

One of the hallmarks of the aging eye, as well as many age-related eye diseases, is the loss of photoreceptor function and survival [1,2]. The aging epigenome and transcriptome of cells in the retina undergo changes that correlate with decreased visual function and increased cell death [3–5]. Importantly, disruption of epigenetic mechanisms is associated with the onset of age-related eye diseases, such as age-related macular degeneration [6,7], suggesting that transcriptional regulation contributes to the changes in homeostasis that are observed in the aging eye. However, we still have only a basic understanding of how the molecular mechanisms that drive the age-associated changes in the transcriptome increase the risk of ocular disease with advanced age.

Transcription factors (TF) function as regulatory hubs of gene expression programs in a highly-tissue specific manner. While several conserved pathways contribute to changes in the aging transcriptome across tissues, such as the longevity-associated FOXO and Insulin axis [8–10], age-associated changes in gene regulatory networks can be highly specific to individual cell types [5,11]. The emergence of bioinformatic and computational approaches that combine chromatin accessibility data with transcription factor binding sites (TFBS) has allowed researchers to interrogate unbiasedly how transcription factor activity changes at a genome-wide scale in different biological conditions by estimating changes in chromatin accessibility around TFBS (see [12] for review on chromatin accessibility data analysis). The majority of chromatin accessibility studies in the eye have focused on development in invertebrate [13] or vertebrate models [14], and TF activity in the developing eye has often been assessed based on transcriptomic-based co-expression inference rather than chromatin accessibility [15]. Further, ATAC-seq analysis of retinal pigmented epithelium from patients with age-related macular degeneration identified global changes in chromatin accessibility at the onset of the disease state, suggesting that differential activity of regulatory elements strongly contributes to the initial stages of age-associated ocular disease [16]. Thus, identification of TFs with differential activity in the aging eye could provide insight into the mechanisms that contribute to the increased risk of retinal degeneration during aging.

*Drosophila melanogaster*, like humans, experience an age-dependent decline in visual function coupled with increased risk of retinal degeneration [3,17]. Although flies possess a compound eye that differs anatomically from the vertebrate eye, much of the phototransduction machinery is conserved between flies and mammals, with the outer fly photoreceptors resembling vertebrate rods in function [18,19]. There are six outer photoreceptors (R1 –R6 cells) within each ommatidium that express the light-sensing protein Rhodopsin 1 (Rh1) and are responsible for motion vision and phototaxis, which decline with age [3,17]. Considering its relatively short lifespan, *Drosophila* provides a useful model system for studying the processes involved in normal aging within specific tissues, such as the eye [20]. To profile the transcriptome and epigenome of specific cell types in the eye, we have developed a cell type-specific nuclei immunoenrichment technique that we have previously used to examine gene expression in aging photoreceptors [3,21,22]. Here, we applied this technique to profile the transcriptome and chromatin accessibility landscapes of *Drosophila* photoreceptors across an extended time course into relatively old age. By integrating these aging data from photoreceptors, we identified 57 TF motifs that were differentially accessible during aging, suggesting age-dependent changes in TF activity. Amongst these “age-regulated TFs”, we identified the binding motif of the master circadian regulators, Clock (Clk) and Cycle (Cyc), which showed sustained increases in activity with age. Using a dominant negative mutant of Clock (Clk^DN^) that disrupts the Clk:Cyc complex and abolishes rhythmic transcription, we showed that the Clk:Cyc complex has an integral role in controlling gene expression of 15–20% of active genes, and maintaining global levels of chromatin accessibility in photoreceptors. Further, we show that expression of Clk^DN^ in photoreceptors leads to progressive retinal degeneration, which was suppressed when flies were reared in constant darkness. Our data identify a novel neuroprotective role for the circadian clock in the *Drosophila* eye, and suggest that this role may become increasingly critical in advanced age to prevent retinal degeneration.

## Results

### Tissue-specific profiling of the photoreceptor nuclear transcriptome reveals significant changes during early and late aging

To profile the transcriptome of aging *Drosophila* photoreceptors, we used our recently improved tissue-specific nuclei immunoenrichment approach [22]. Briefly, we tag nuclei using a Green Fluorescent Protein (GFP) fused to the “Klarsicht, ANC-1, Syne Homology” (KASH) domain, which anchors GFP to the outer nuclear membrane and allows for nuclei purification; GFP^KASH^ is expressed in outer photoreceptors under Rh1-Gal4 control, herein referred as Rh1>GFP^KASH^ (Fig 1A). Similar to wild-type strains, such as OregonR and Canton-S [23], Rh1>GFP^KASH^ flies begin to show a substantial decline in viability after day 60, with 50% of male flies dying by day 70 [3]. Thus, to generate a comprehensive aging dataset, we purified photoreceptor nuclei over 10-day windows from day 10 until day 60 and performed RNA-seq using 400 age-matched male flies per biological replicate (Fig 1B).

**Fig 1:**
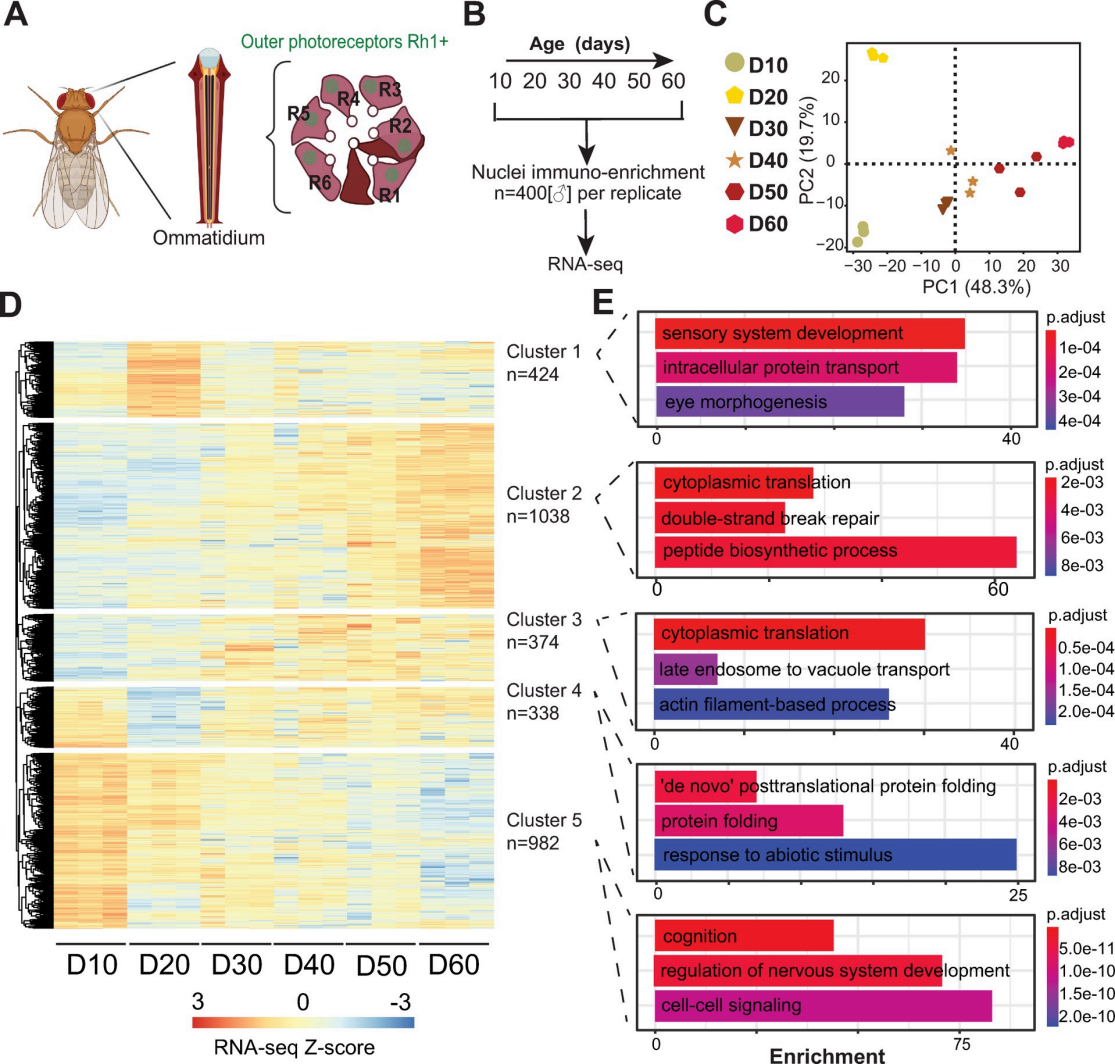
Tissue-specific profiling of the photoreceptor nuclear transcriptome reveals significant changes in early and late aging. A. Schematic of the *Drosophila* compound eye, composed of ommatidia that contain six outer photoreceptors that express Rhodopsin 1 (Rh1). Outer photoreceptor nuclei are labeled with GFP^KASH^. B. Experimental design for the aging RNA-seq time course. C. Principal Component Analysis (PCA) of aging RNA-seq samples based on gene counts. D. Hierarchically clustered heatmap of aging RNA-seq samples. Only genes that were identified as being differentially expressed in any condition relative to D10 are shown. Z-scores are calculated based on normalized counts obtained using DESeq2, and the heatmap is divided into five clusters based on the dendrogram. E. Gene Ontology (GO) term analysis of significantly enriched genes in each cluster.

We assessed the overall variability of the RNA-seq samples using Principal component analysis (PCA). The RNA-seq samples clustered together with 48.3% of the variation separating the samples by age in a progressive manner (Fig 1C). We also observed a similar grouping by age using Pearson’s correlation analysis with high concordance between the three biological replicates (Pearson’s *r* > 0.91) (S1 Fig). These observations reveal progressive changes in transcription during aging in photoreceptors, similar to previous studies from our group that aged flies to day 40 (D40) [3]. Differential expression analysis of each time point relative to day 10 (D10), the youngest state, revealed significant changes in gene expression during aging (p-adj<0.05) (Fig 1D and S1 Table). Hierarchical clustering of the genes that were differentially expressed between any age and D10 revealed that 1412 and 982 genes showed progressive increases, or decreases in expression, respectively. Gene Ontology (GO) term analysis revealed that the genes that were age-upregulated (Clusters 2 and 3) were enriched for several processes including cytoplasmic translation and double strand break repair (Fig 1E). In contrast, the genes that were age-downregulated (Cluster 5) were enriched for neuronal processes, such as cognition and regulation of nervous system development. Although 75% of the differentially expressed genes (2394 out of 3156) exhibit progressive changes, we also identified two clusters with expression changes only during early aging (D20; Clusters 1 and 4). We note that while D20 was separated by age from the other samples along PC1, it was also separated from its nearest time points (D10 and D30) along PC2 (Fig 1C), consistent with these early and transient changes in gene expression in aging photoreceptors. Interestingly, Cluster 4, which contained genes that showed an early decrease in transcription but increased levels again at later time points, was enriched for protein folding. These age-associated transcriptomic signatures are consistent with our previous observations in aging photoreceptors and with aging studies from other tissues [3,4].

### Photoreceptors undergo substantial changes in transcription factor activity during aging

To identify mechanisms that contribute to the age-associated transcriptomic changes in photoreceptors, we sought to evaluate changes in TF activity. TFs regulate transcriptional outputs of their targets by acting as activators or repressors of gene expression at the transcriptional level. Importantly, TF activity can be affected by several factors, including protein levels, localization, and post-translational modifications [24,25]. Because of the technical complexity of isolating intact photoreceptors for proteomic studies, and the relatively low protein abundance of TFs in the eye [26], we used our RNA-seq data to assess how transcript levels of genes associated with the GO category “DNA-binding transcription factor activity, RNA polymerase II-specific” (GO:0000981) changed during aging. Notably, 23% of TFs showed significant differential expression during aging at the nuclear transcript level (Fig 2A), suggesting that differential TF activity could contribute to the aging transcriptome of photoreceptors. To identify TFs with differential activity during aging, we used *diffTF*, a software package that estimates genome-wide changes in TF motif/binding activity based on differences in aggregate ATAC-seq signal around predicted/validated TF binding sites, or TFBS [27]. We refer to TF motif/binding activity as “TF activity”, as defined in the *diffTF* study [27]. Although *diffTF* analysis provides an estimate of TF activity, rather than a direct measurement of TF binding to DNA, *diffTF* was highly ranked as an approach to assay genome-wide changes in TF activity [28]. Thus, we first profiled the chromatin accessibility landscape of aging photoreceptors at the same time-points as for RNA-seq. PCA of ATAC-seq samples revealed that 69.7% of the variation could be explained by age (Fig 2B), and Pearson correlation analysis showed high concordance between biological replicates. Additionally, accessible peak annotation revealed a stable distribution of peaks through-out aging (S2A Fig). Together with the RNA-seq aging time course, these data indicate that the chromatin accessibility and transcriptional landscape of photoreceptors undergo progressive changes during aging. We then used *diffTF* to compare all time points relative to D10. The TFBS used for this analysis were generated by CIS-BP, which provides a comprehensive dataset of experimentally validated TFBS [29]. We also examined *de novo* and known motifs identified using Homer [30] (Fig 2C). We took advantage of the aging RNA-seq time series data to perform *diffTF* analysis in integrative mode, enabling us to discard TFs that were not expressed in adult photoreceptors. Using this approach, we identified 57 TFs whose binding sites showed significant differential activity during aging (FDR<0.001) (Fig 2C), herein referred to as “age-regulated TFBSs”. Most of these age-regulated TFs showed continuous changes in activity with age, with nearly two thirds showing increased activity with age. We observed an almost two-fold increase in the number of age-regulated TFs identified at D50 and D60 relative to younger ages, suggesting that late aging is associated with distinct changes in gene regulatory networks (Fig 2D). Hierarchical clustering of these age-regulated TFs by the mean weighted difference between each age comparison resulted in grouping of TFs that are known to associate *in vivo*, such as Motif 1 Binding Protein (M1BP), DNA replication element factor (Dref) and Boundary element-associated factor of 32kD (BEAF32), which bind topologically associating domains [31]. We refer to TF proteins here using their gene name and symbol (non-italicized), and provide a complete list of all genes/proteins referred to in this study with their corresponding Flybase ID numbers in S3 Table. We also identified Moira (mor), which physically interacts with Similar (sima) [32]. Additionally, we identified Seven up (svp) and PvuII-PstI homology 13 (Pph13), which physically interact to regulate eye-specific transcriptional programs together with Eyeless (ey) [33]. Considering that svp, ey, and Pph13 show modest but significant increases in TF activity with age, our data also indicate that photoreceptor identity remains distinct even at advanced age in flies.

**Fig 2:**
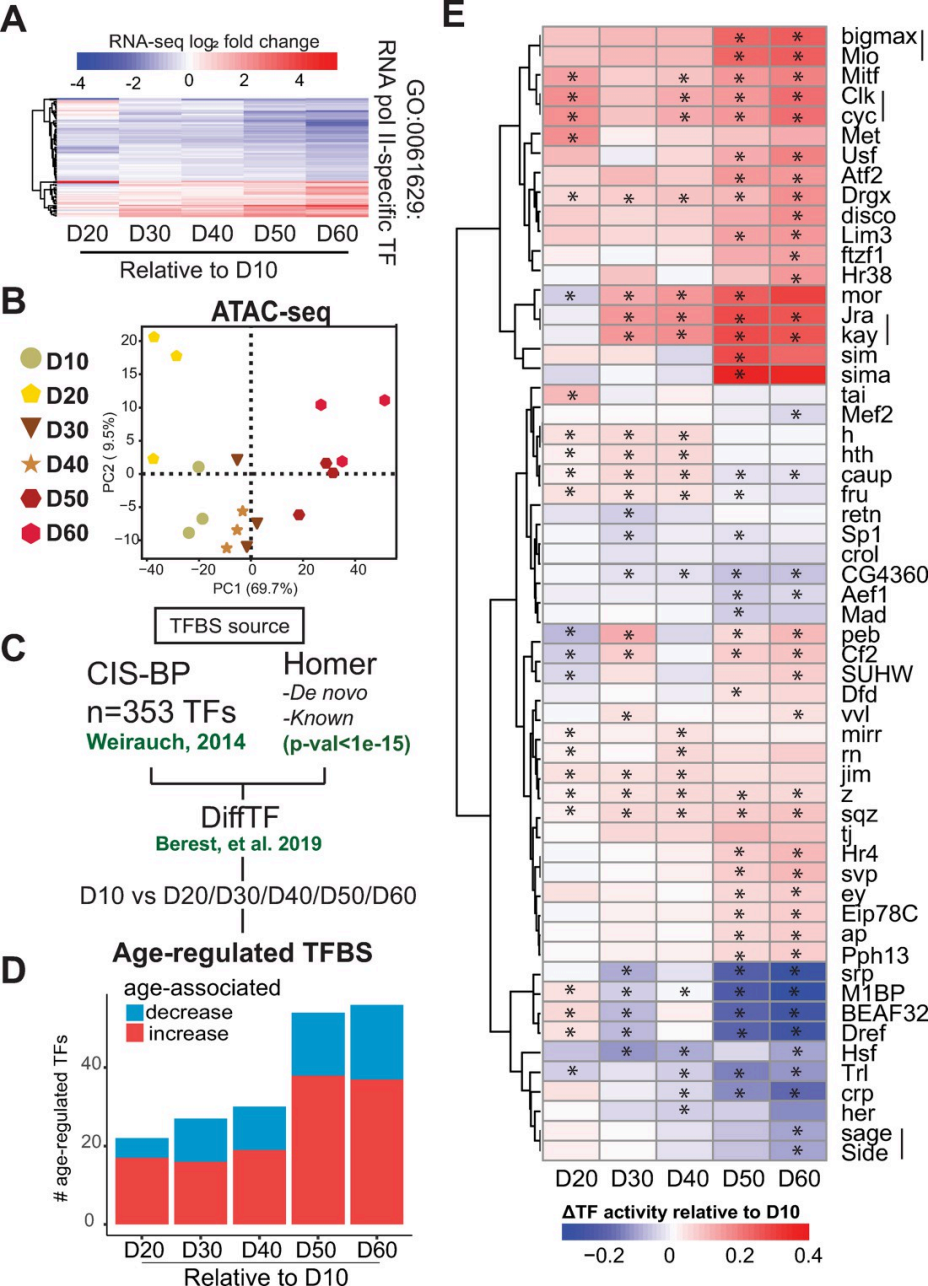
Photoreceptors undergo substantial changes in TF activity during aging. A. Heatmap of RNA-seq fold change during aging for significantly differentially expressed genes (DEGs; p-adj<0.05, |FC|>1.5 relative to D10) associated with the GO term “RNA polymerase II-specific DNA-binding transcription factor binding” (GO:0061629). Genes are hierarchically clustered by log_2_ fold change values. B. PCA of aging ATAC-seq samples based on the read distribution over binned genome. C. Schematic of differential transcription factor (TF) analysis approach using *diffTF*. D. Bar plot indicating the number of significant age-regulated TFs at each age relative to D10 (p-adj<0.001). E. Hierarchical clustered heatmap of age-regulated TFs with significant changes in activity between any age and D10 (asterisk, p-adj<0.01). Scale represents the relative change in TF activity with red showing higher TF activity in old samples relative to D10, and blue indicating an age-associated decrease in activity. TFs that bind a common motif and cluster together are indicated by a vertical line.

The stress response is transcriptionally regulated during aging across a broad range of tissues [34]. Accordingly, we identified several TFs that are involved in the regulation of stress response genes as having differential activity with age including the *Drosophila* JUN-FOS complex that is formed by Jun-related antigen (Jra) and Kayak (kay) [35], the *Drosophila* homolog of Hypoxia response factor HIF-1a, sima [36], Heat shock factor (Hsf) [37], and Activating transcription factor-2 (Atf-2) [38,39]. We also identified Cropped (crp), which has previously been associated with aging through *in silico* analysis due to interactions with DNA repair pathways [40].

One of the most interesting changes in TF activity during aging was in the activity of the master circadian regulators Clock (Clk) and Cycle (Cyc), which showed a progressive increase in TF activity during aging. Clk and Cyc bind the same CACGTG motif upon heterodimerization, explaining the identification and clustering of both factors in the *diffTF* analysis, which uses DNA sequence motifs as the TFBS source (S2B Fig). The circadian clock is a molecular time keeper that controls rhythmic behaviors, such as locomotor behavior, which is coordinated by pacemaker neurons located in the brain [41]. In *Drosophila*, many peripheral tissues also contain working clocks, including the fat body, Malpighian tubule cells, and the retina [42]. Importantly, aging has been associated with changes in the circadian clock [43,44]. We note that flies for the aging time course experiment were raised under a 12:12 hour light-dark cycle, and were harvested at relative Zeitgeber time (ZT) 6 +/- 1 hour (see Materials and Methods), suggesting that the enrichment of Clk and Cyc in the *diffTF* analysis is not simply due to a time-of-day bias in sample collection. Taken together, our data identify a subset of TFs that exhibit significant changes in activity during aging in photoreceptors, including TFs associated with stress response and circadian rhythm.

### Clock regulates the transcriptional output of phototransduction genes in photoreceptors

Clk and Cyc are basic Helix-Loop-Helix (bHLH)-TFs that form a heterodimer (Clk:Cyc) to control rhythmic expression of their targets. Canonical transcriptional targets of the Clk:Cyc complex include core clock genes, such as *vrille* (*vri*), *PAR-domain protein 1* (*Pdp1*), *timeless* (*tim*), *period* (*per*), and *clockwork orange* (*cwo*). However, Clk and Cyc also regulate transcription of many other genes either directly or indirectly, and these genes are often referred as “Clock-output genes”, and can include tissue-specific genes [45,46]. To evaluate the biological role of Clock-dependent transcription specifically in photoreceptors, we disrupted the Clk:Cyc complex by expressing a dominant negative version of Clk (Clk^DN^) specifically in outer photoreceptors under Rh1-Gal4 control. Clk^DN^ lacks the basic DNA binding domain, impairing its recruitment to DNA without disrupting its ability to form a heterodimer with Cyc (Fig 3A) [47]. Expression of Clk^DN^ inhibits Clock-dependent transcription and rhythmic behaviors *in vivo* when expressed in pacemaker or antennal neurons [47]. To facilitate nuclei immuno-enrichment for RNA-seq analysis, we co-expressed UAS-GFP^KASH^. As a control, we profiled the transcriptome of photoreceptors that expressed LacZ, herein referred as Rh1>Ctrl. 

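RNA was sequenced from immuno-enriched photoreceptor nuclei of male flies, with 400 flies per sample and 3 biological replicates in each of 4 groups. The groups were Rh1>Clk DN and Rh1>Ctrl at D1 and at D10, all collected at ZT 9. The sample titles give day 2 for the younger flies, which the paper calls D1. The authors deposited a table of 13929 genes whose values are named as normalized counts. All of these values are whole numbers, and their sample totals differ by up to 4.15-fold, so they were treated as counts of reads without normalization. In Rh1>Clk DN the total counts per sample were between 3825086 and 5635951 at D1 (median 5379275) and between 4452076 and 4939198 at D10 (median 4475345). In Rh1>Ctrl they were between 2680229 and 5279375 at D1 (median 5051261) and between 1356529 and 4862510 at D10 (median 3020600). Groups were compared in pairs, as in the paper, with edgeR's quasi-likelihood test after TMM normalization. Each comparison covered the genes with at least 10 counts in at least 3 of its 6 samples. Differentially expressed genes (DEGs) had a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, which are the paper's thresholds. Expression of single genes is given as CPM, the counts of a gene scaled by the TMM-normalized total of its library. Gene locations are those of Ensembl on the dm6 genome.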

We collected both Rh1>Clk^DN^ and Rh1>Ctrl flies at ZT 9, when Clock-dependent transcription is active [48,49], harvesting flies at D1 and D10 to study the progressive effect of disrupting the circadian clock in adult photoreceptors (Fig 3B). We note that Rh1-Gal4 activity begins in the very late stages of pupal development [50]; thus Rh1>Clk^DN^ flies have a disrupted Clk:Cyc complex in adult photoreceptors, but not in the developing eye.

**Fig 3:**
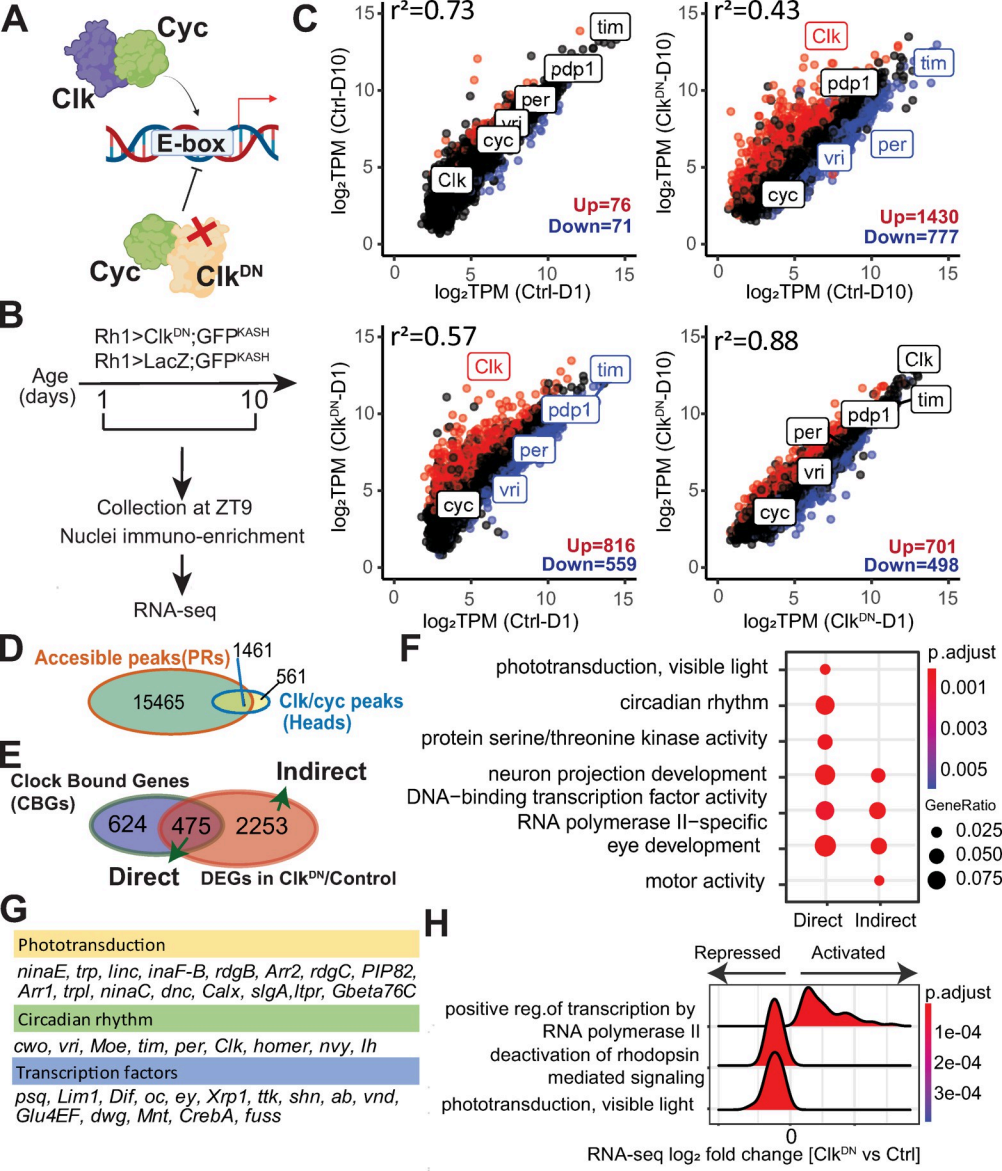
Expression of Clk^DN^ in photoreceptors leads to genome-wide changes in TF activity and a widespread decrease in chromatin accessibility. A. Schematic of Clk:Cyc activity. Expression of Clk^DN^ disrupts Clock-dependent transcription because it binds Cyc but does not contain the DNA binding domain. B. Schematic for the RNA-seq experiments. Flies that express the GFP^KASH^ tag and either Clk^DN^ or LacZ (control) in photoreceptors were aged to D1 or D10 prior to NIE. Flies were harvested at the indicated ZT. C. Scatter plot of mean expression (TPM, n = 3) for the indicated pair-wise comparisons. Up- and down-regulated DEGs (p-adj<0.05, |FC|>1.5) are colored in red and blue, respectively. Core clock genes *Clk*, *cyc*, *vri*, *per*, *Pdp1* and *tim* are highlighted. D. Genomic overlap of accessible peaks in photoreceptors and Clk:Cyc binding sites identified using ChIP-seq in [51]. E. Venn diagram comparing overlap of Clock-bound genes (CBGs-green) with genes that were differentially expressed (adj p <0.05, |FC|>1.5) in Rh1>Clk^DN^ relative to control. F. GO term analysis of Clock direct and indirect targets. G. Table showing selected genes identified as Clock direct target genes that were associated with the indicated biological processes. H. Ridge plot of selected GO terms in flies expressing Clk^DN^ versus control at D1 identified using Gene Set Enrichment Analysis.

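The gene *vri* (FBgn0016076, chromosome 2L from 5288944 to 5311223) was at 324 ± 46.2 CPM in Rh1>Clk DN and at 1249.8 ± 281 CPM in Rh1>Ctrl at D1 (mean ± SD, n = 3). Its log2 fold change was -1.901 (standard error 0.20, adjusted p = 0.000176 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At D10 *vri* was at 326 ± 8.98 CPM against 1418 ± 153 CPM (SD, n = 3), a log2 fold change of -2.16 (standard error 0.18, adjusted p = 8.84e-05 from edgeR's test). Expression of *per* (FBgn0003068, chromosome X from 2685580 to 2692780) was 229.9 ± 26.9 CPM against 755 ± 328 CPM at D1 (SD, n = 3). The log2 fold change of *per* was -1.67 at D1 (standard error 0.31, adjusted p = 0.00476 from edgeR's test) and -2.22 at D10 (standard error 0.32, adjusted p = 0.00156). The *dyw* gene lies on the other strand at *per* and had few counts. For *tim* (FBgn0014396, chromosome 2L from 3493986 to 3508119), expression was 3581 ± 549.6 CPM against 18544 ± 4837 CPM at D1 (SD, n = 3). Its log2 fold change was -2.33 at D1 (standard error 0.24, adjusted p = 0.00017 from edgeR's test) and -2.60 at D10 (standard error 0.17, adjusted p = 2.71e-05). *Pdp1* (FBgn0016694, chromosome 3L from 7811458 to 7867369) was at 3152 ± 769 CPM against 8369 ± 1294 CPM at D1 (SD, n = 3), a log2 fold change of -1.37 (standard error 0.22, adjusted p = 0.00191 from edgeR's test). At D10 *Pdp1* was at 3578 ± 410.3 CPM against 6688 ± 3215 CPM (SD, n = 3), and its log2 fold change of -0.94 did not pass the threshold (standard error 0.35, adjusted p = 0.087 from edgeR's test). A fit of all 12 samples and a fit without replicate 2 of Rh1>Ctrl at D10 did call it, and over all alternatives its adjusted p ranged from 4.18e-05 to 0.334. Together with *cwo*, these genes fell as a group in limma's camera test, with p of 6.15e-12 at D1 and p of 5.37e-07 at D10 (2.46e-11 and 1.79e-06 after Benjamini-Hochberg adjustment over the gene lists tested). Among these 5 genes alone, all 5 passed the thresholds at both ages. Their median log2 fold change at D1 moved most without replicate 3 of Rh1>Ctrl, to -2.06.

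**Figure D1:**
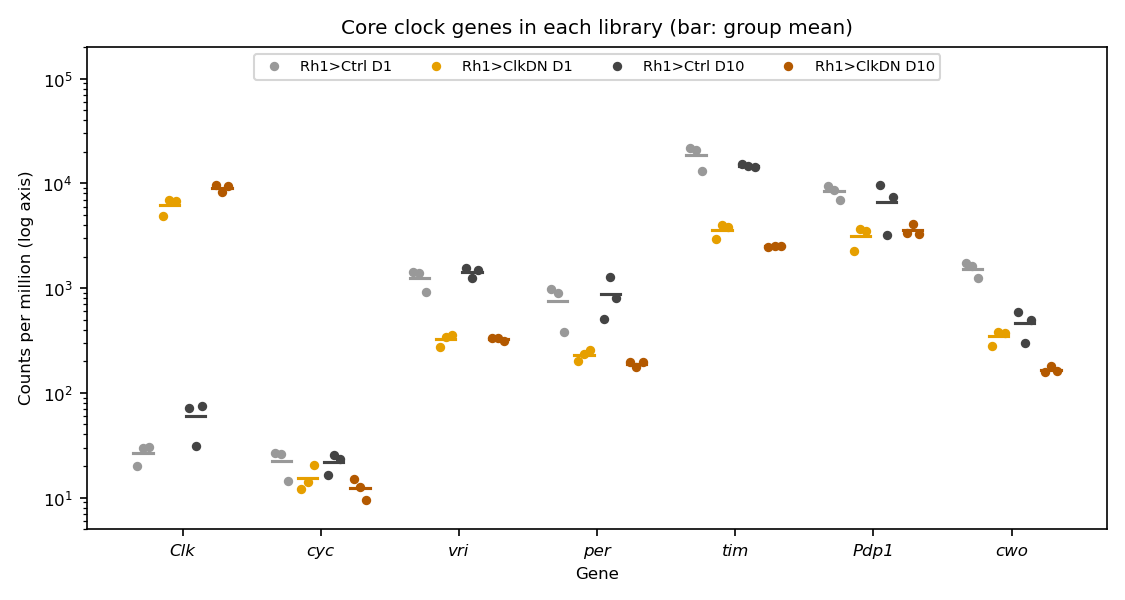
CPM (log axis) of the 7 core clock genes in each of the 12 libraries, with 1 point per library and a bar at each group's mean. For *vri*, *per*, *tim* and *cwo* every Rh1>Clk DN library lies under every Rh1>Ctrl library of its age, while for *Pdp1* at D10 the groups overlap.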

Differential gene expression (DGE) analysis of Rh1>Clk^DN^ relative to Rh1>Ctrl at either D1 or D10 revealed a consistent downregulation of direct Clk:Cyc targets such as *vri*, *per*, *tim* and *Pdp1* (Figs 3C and S2A and S2 Table). 

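*Clk* (FBgn0023076, chromosome 3L from 7763233 to 7775603) checks the genotype of each library. At D1 it was at 6179 ± 1141 CPM in Rh1>Clk DN and at 26.5 ± 5.77 CPM in Rh1>Ctrl (SD, n = 3), a log2 fold change of 7.91 (standard error 0.28, adjusted p = 5.33e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At D10 it was at 9109.8 ± 789 CPM against 59.4 ± 24.5 CPM (SD, n = 3), a log2 fold change of 7.21 (standard error 0.38, adjusted p = 1.01e-05 from edgeR's test). The table gives 1 value for *Clk* per library, so reads of the Clk DN transgene and of the endogenous gene are counted together. Within Rh1>Clk DN, *Clk* rose by a log2 fold change of 0.55 from D1 to D10, less than the 1.5-fold threshold (adjusted p = 0.0331 from edgeR's test).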

We also observed a significant upregulation of *Clk* itself, which we showed by qPCR reflects expression of *Clk*^*DN*^ rather than the endogenous wild-type *Clk* (S2B Fig). When we compared the control D1 and D10 flies, we did not observe differential expression of core clock genes (i.e. *vri*, *tim*, *per*), suggesting there is little change in the circadian clock in the early stages of adult life. In addition, only 147 genes changed in control flies between D1 and D10, indicating there is relatively little change in gene expression in general at these early stages of adult life in photoreceptors. In contrast, expression of Clk^DN^ led to significant changes in expression of 15% and 22% of actively transcribed genes in photoreceptor at D1 and D10, respectively. These data demonstrate that continued expression of Clk^DN^ leads to progressive dysregulation of gene expression in photoreceptors at nearly a quarter of expressed genes.

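In Rh1>Ctrl at D10 relative to D1, the log2 fold change was 0.22 for *vri* (standard error 0.24), -0.29 for *tim* (standard error 0.27) and 0.28 for *per* (standard error 0.40). Their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.798, 0.738 and 0.845. Neither *Pdp1*, with a log2 fold change of -0.31, nor *cyc*, with 0.00, was a DEG (adjusted p = 0.796 and 0.999 from edgeR's test). The sign for *per* changed without replicate 3 of the D1 group, to -0.10, and without replicate 2 of the D10 group, to -0.22. *Clk* rose by a log2 fold change of 1.17 (standard error 0.37) and was not called (adjusted p = 0.236 from edgeR's test), although it was in a fit of all 12 samples and without replicate 2 of the D10 group. Its adjusted p ranged from 0.0177 to 0.78 over the alternatives. *cwo* (FBgn0259938, chromosome 3R from 10388258 to 10400752) was a DEG, at 1533 ± 247 CPM at D1 and 464 ± 149.8 CPM at D10 (SD, n = 3). Its log2 fold change was -1.71 (standard error 0.28, adjusted p = 0.0287 from edgeR's test), and its adjusted p ranged from 1.42e-05 to 0.199 over the alternatives.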

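Of the 7239 genes tested in Rh1>Ctrl at D10 relative to D1, 51 were called (0.705%), 23 up and 28 down, and 809 had an unadjusted p under 0.05. The groups of 1307 genes did not overlap, 18.1% of those tested against the 10% that chance gives. All 51 DEGs were among these. Over the alternatives the count ranged from 1, without replicate 3 of the D1 group or of the D10 group, to 322, in a fit of all 12 samples. In Rh1>Clk DN, the same comparison of ages called 1235 of 8451 genes, 713 up and 522 down. The fit of all 12 samples called 297 there, fewer than in Rh1>Ctrl, so the order of the genotypes was reversed in that fit. The biological coefficient of variation between replicates was 0.409 in the fit of Rh1>Ctrl and 0.239 in that of Rh1>Clk DN. Counts were simulated for the comparison of genotypes at D1, from the means and totals of real samples and the spread over all 12. There the test called 93 of 171 tested genes with a known change (54.4%), and 84.1% of those changed 8-fold. It also called 9 of the unchanged genes among the 8097 tested. The comparison of ages in Rh1>Ctrl was not simulated, so these values do not give its power.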

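At D1, 1324 of the 8220 genes tested were DEGs in Rh1>Clk DN relative to Rh1>Ctrl (16.1%), 842 up and 482 down. At D10, 1852 of 7875 were DEGs (23.5%), 1138 up and 714 down. Genotype groups that did not overlap were found for 34.1% of the genes tested at D1 and for 42.1% at D10, where chance gives 10%. Among DEGs with a mean count of at least 50 and groups that did not overlap, the highest fitted rises at D1 after *Clk* were in *CG43107* and *tey*. *CG43107* had at most 2 counts in each Rh1>Ctrl library at D1 and was at least 50.2-fold higher in Rh1>Clk DN, computed against a floor of 3 counts, a bound that does not settle its rank. *tey* had a log2 fold change of 7.39 (standard error 0.79, adjusted p = 0.000194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the fits that each left out 1 replicate, the log2 fold change of *tey* ranged from 6.71 to 11.36, so its size depends on single libraries. The largest falls at D1 were in *CG6912*, *AdoR* and *CG10505*, with log2 fold changes of -5.89, -3.55 and -3.30 and standard errors of 0.31, 0.33 and 0.42. Their adjusted p-values from edgeR's test were 4.33e-06, 8.54e-05 and 0.000593. At D10 the highest fitted rises were in *CG44532*, *CG10970* and *CG43107*, which had no counts in any Rh1>Ctrl library and were at least 32.0-fold, 17.98-fold and 15.96-fold higher in Rh1>Clk DN. These bounds do not place them above other genes, such as *Clk*, with a log2 fold change of 7.21 at D10. *CG10970* overlaps *CG44325* on the same strand, so its counts are uncertain. Apart from *Arr2*, the largest falls at D10 were in *Ir68a* and *CG4839*, with log2 fold changes of -3.54 and -3.41 (standard errors 0.36 and 0.41, adjusted p = 0.000276 and 0.00059 from edgeR's test). *CG10505* and *CG4839* each overlap a gene on the other strand, and use of strand in the counting is not stated. Over the alternatives the count at D1 was highest without replicate 3 of Rh1>Ctrl, with 2206 of 7772 genes (28.4%). It was lowest at an adjusted p under 0.01, with 744.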

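Of the DEGs, 788 were called at both ages, 783 of them in the same direction, 536 only at D1 and 1064 only at D10. Among the 1064, 920 were also tested at D1, where 759 had a change in the same direction. Of the 2228 DEGs of either age that were tested at both, 1386 had the larger absolute log2 fold change at D10. The genes called at D1 had a median absolute log2 fold change of 1.38 at D1 and 1.19 at D10. Their choice by calls at D1 favours larger values at that age. The 2228 held 920 genes called only at D10 and 520 called only at D1, which favours D10. Neither value by itself shows which age had the larger effect. A direct test of the difference, the interaction of genotype and age over all 12 samples, called 56 of 9135 genes at an adjusted p under 0.05, and 1167 had an unadjusted p under 0.05. Among those of the 56 that were tested at both ages, the genotype effect was larger at D10 for 37. Over the alternatives the number of genes called for the interaction ranged from 12, without replicate 1 of Rh1>Clk DN at D10, to 269, with DESeq2. Among the 12 fits that each left out 1 sample, 5 called more genes at D1 than at D10. In 4 of these 5 the sample left out was from D10, so that age had fewer samples than D1. The other was the fit without replicate 3 of Rh1>Ctrl at D1, where D1 had fewer samples. In that fit 1199 of 2628 genes (45.6%) had the larger absolute log2 fold change at D10. The paper sets the shares of genes changed by Clk DN at each age against the small number changed in Rh1>Ctrl, and concludes that continued expression of Clk DN progressively dysregulates photoreceptor gene expression.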

To further identify direct versus indirect targets of the Clk:Cyc complex, we compared previously published high-confidence binding sites identified for Clk and Cyc using ChIP-seq in *Drosophila* heads and bodies [51] with our list of accessible peaks obtained with ATAC-seq data from D10 photoreceptors. Genomic overlap analysis revealed that 10% of accessible peaks contained an experimentally identified Clk:Cyc TFBS (Fig 3D). Next, we annotated these photoreceptor-specific TFBS (n = 1461) to their nearest transcription start site (TSS) and found that 1004 photoreceptor-expressed genes contained a potential Clk:Cyc binding site. 

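Of the 8615 genes tested at either age, 2388 were DEGs in Rh1>Clk DN relative to Rh1>Ctrl at D1 or D10 (27.7%). An adjusted p under 0.01 left 1261. The list of bound genes was not analysed here, so the DEGs are not divided into direct and indirect targets.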

We refer to these 1004 genes as “Clock-bound genes” or CBGs (Fig 3E), which we compared to genes that were differentially expressed in Rh1>Clk^DN^ relative to Rh1>Ctrl at either D1 or D10. We reasoned that if a gene is bound by Clk:Cyc and is differentially expressed, then it can be classified as a “direct target” of Clk:Cyc. Using these criteria, we identified 475 direct Clk:Cyc targets in photoreceptors. In contrast, we identified a far greater number of genes (2253) that are likely to be indirect targets of Clk:Cyc regulation, at least based on the available ChIP-seq data from whole heads [51]. Consistent with the predicted role of Clk:Cyc as transcriptional activators, Clk:Cyc direct targets were more likely to be downregulated relative to indirect targets upon expression of Clk^DN^ (S3C Fig). GO term analysis of direct Clk:Cyc targets showed significant enrichment of genes associated with several biological processes, including phototransduction and circadian rhythm (Fig 3F). However, both direct and indirect Clk:Cyc targets were enriched for processes including TF activity and eye development. This is consistent with previous reports that have proposed that the Clk:Cyc complex acts at the top of a TF hierarchy, directly regulating transcript levels of key TFs in specific cell types, thereby indirectly regulating expression of their target genes [51,52]. Notably, individual inspection of the TFs that were classified as direct Clk:Cyc targets confirmed that several eye-specific TFs such as *ocelli* (*oc/otd*) and *eyeless* (ey) are bound at their promoters directly by Clk and Cyc (Fig 3G). 

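*oc* (FBgn0004102, chromosome X from 8630159 to 8650681) was at 2585 ± 542 CPM in Rh1>Clk DN and 1645 ± 348 CPM in Rh1>Ctrl at D1 (SD, n = 3), a log2 fold change of 0.69 (standard error 0.21). With an adjusted p of 0.04997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, it was at the threshold. It was not called at D1 in most alternatives, over which its adjusted p ranged from 6.45e-06 to 0.215. At D10 *oc* was at 2782 ± 127 CPM against 986 ± 512 CPM (SD, n = 3), a log2 fold change of 1.46 (standard error 0.38, adjusted p = 0.0238 from edgeR's test). It was not called at D10 without replicate 3 of Rh1>Ctrl or in any of the 3 fits that left out a Rh1>Clk DN replicate, and its adjusted p ranged from 3.8e-05 to 0.0925 over the alternatives. *ey* (FBgn0005558, chromosome 4 from 697689 to 721173) was at 239 ± 48.3 CPM against 99.5 ± 3.93 CPM at D1 (SD, n = 3) and at 249.6 ± 23.9 CPM against 45.0 ± 18.0 CPM at D10. Its log2 fold change was 1.30 at D1 (standard error 0.17, adjusted p = 0.000637 from edgeR's test) and 2.42 at D10 (standard error 0.31, adjusted p = 0.000896). Of the 15 TF genes of Fig 3G, 14 were matched and tested. At D1 7 of them were up and 7 down, and at D10 7 were up and 5 down.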

To further identify the magnitude of changes in expression of these pathways upon disruption of Clk:Cyc, we performed gene set enrichment analysis comparing Clk^DN^ vs Control at either D1 or D10 and obtained ridge plots showing the density of fold change for the genes associated with each pathway. 

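A list of 31 genes of the phototransduction pathway, written without the paper's figures, had 30 genes in the table. At D1 their median log2 fold change was -1.16, and 20 were called down. The 2 called up were *Ggamma30A* and *inaE*, named after their values were seen. limma's camera test gave the list p of 2.39e-13, or 1.2e-12 after Benjamini-Hochberg adjustment over the lists tested. With the correlation between genes estimated from the data in place of 0.01, the p at D1 was 0.103. At D10 the median was -1.04, with 18 called down and *inaE* called up, and camera's p was 3.29e-09 (adjusted p = 1.32e-08). With the estimated correlation it was 0.00274. Adjusted over this list alone, 20 genes passed downward at each age, and 3 passed upward at D1 and 1 at D10. The gene sets of the paper's own enrichment were not analysed here.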

Whereas upregulated genes showed significant enrichment of several biological processes, including TF activity, downregulated genes were associated with several phototransduction-associated pathways, including deactivation of rhodopsin signaling (Figs 3H, S3D and S3E).

Because light entrains the circadian clock to activate Clock-mediated transcription, we next performed RNA-seq in photoreceptors from Rh1>GFP^KASH^ flies reared in constant darkness (DD). Under these conditions, we observed differential expression of genes associated with several biological processes, including phototransduction and circadian rhythm in dark raised flies relative to LD (S3F and S3G Fig). Because these processes were also enriched in the genes with differential expression upon disruption of Clk:Cyc activity, our data suggest that these biological processes are normally regulated by the circadian clock in photoreceptors in response to the light/dark cycle.

Taken together, these data show that the Clk:Cyc complex is a major transcriptional regulator of the photoreceptor transcriptome, including the phototransduction pathway. Additionally, our data suggest that Clk activity regulates gene regulatory networks by regulating expression of TFs that in turn direct expression of a large proportion of the transcriptome in photoreceptors.

### Expression of Clk^DN^ leads to genome-wide changes in TF activity and a widespread decrease in chromatin accessibility

Because expression of Clk^DN^ led to transcriptional dysregulation of TFs, we further investigated the TFs that showed changes in transcript level upon disruption of the Clk:Cyc complex. Gene Concept Network (cnet) plots demonstrated significant enrichment of 62 TFs amongst the upregulated genes in flies expressing Clk^DN^ (Fig 4A). 

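All 85 TF genes named in Fig 4A were in the table. They include *Clk*, whose counts hold reads of the Clk DN transgene (log2 fold change of 7.91 at D1). Of the 85 genes, 72 were tested at D1. Their median log2 fold change in Rh1>Clk DN relative to Rh1>Ctrl was 1.97, and 64 were higher. Of these, 40 passed the thresholds upward and none downward. At D10, 70 of the 79 tested were called up, and all 79 were higher, with a median log2 fold change of 2.99. In 26 of these 79 genes, no Rh1>Ctrl library at D10 had more than 3 counts. The median uses their fitted fold changes, which are uncertain, because such counts give only a lower bound. limma's camera test gave p of 3.84e-26 at D1 and p of 1.86e-36 at D10 (7.68e-25 and 3.72e-35 adjusted over the lists tested). With the correlation between genes estimated from the data, they were 0.0643 and 0.00402. Adjusted over the list alone, 47 genes passed upward at D1 and all 79 at D10. The caption of the figure gives the changes at D1, and the list holds the paper's own calls on these data, so the values at D1 show no stability. Whether the D10 samples had a part in choosing the list is not stated. All 79 genes tested at D10 were higher, while 8 of the 72 tested at D1 were lower. The values at D10 may therefore be no more independent of the choice, and may show no stability either. The median at D1 moved most without replicate 3 of Rh1>Ctrl, to 3.70, and 59 genes were then called up. That library held low counts on many genes without any count in the other replicates of its group.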

Based on these changes in TF expression, we wondered if expression of Clk^DN^ would also lead to significant changes in TF activity relative to Rh1>Ctrl flies. To test this, we profiled chromatin accessibility in Rh1>Clk^DN^ versus control, and integrated the RNA-seq and ATAC-seq data using the *diffTF* approach, as in Fig 2. PCA analysis of the accessible chromatin landscape revealed that 77% of the variation was explained by expression of Clk^DN^ (Fig 4B). In addition, Clk:Cyc targets, such as *tim*, *per*, *vri* and *Pdp1*, exhibited significant decreases in accessibility through-out their gene bodies upon expression of Clk^DN^ (Fig 4C). Importantly, genomic annotation of accessible peaks revealed a stable distribution of peaks in all samples (S4A Fig), suggesting that disruption of the Clk:Cyc complex does not lead to overall changes in the genome-wide distribution of accessible peaks. Rather, these data show that the Clk:Cyc complex promotes chromatin accessibility at target genes, consistent with the well characterized role of Clk:Cyc in transcription activation [53].

**Fig 4:**
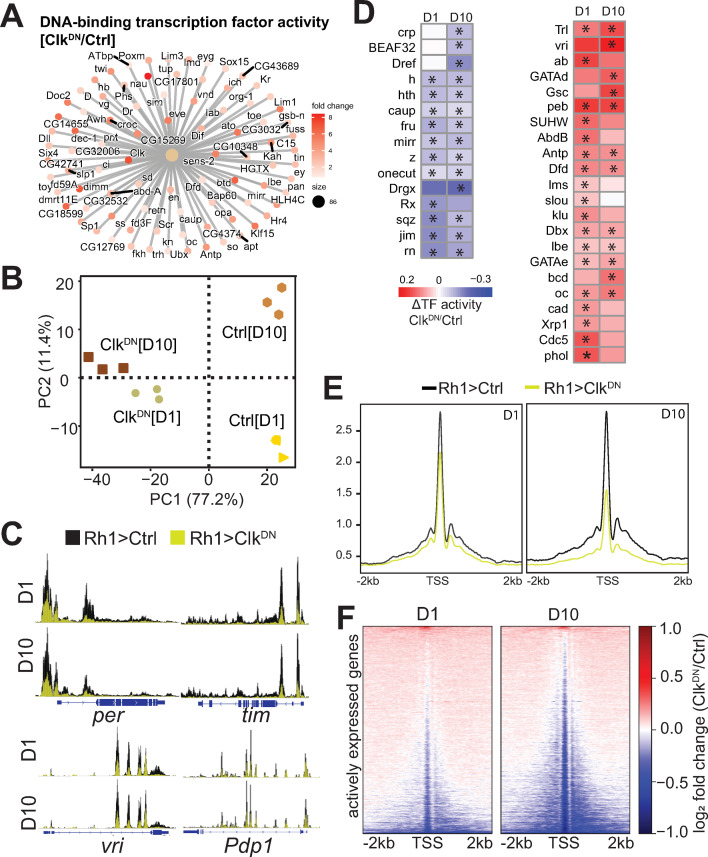
Clock activity promotes changes in TF activity and maintains global levels of chromatin accessibility in photoreceptors. A. Cnet plot of genes associated with the GO term “DNA-binding transcription factor activity”. Color represents change in expression in Clk^DN^ relative to control at D1. B. PCA of Clk^DN^ and control ATAC-seq samples based on the read distribution over a 10-kb binned genome. C. Genome browser inspection of CPM-normalized ATAC-seq signal for selected core Clock genes (*per*, *tim*, *vri* and *Pdp1*). Scale is normalized to the same height in each comparison. ATAC-seq from Ctrl flies is labeled in black, and Clk^DN^ in yellow. D. Hierarchical clustered heatmap of significant Clock-regulated transcription factors identified between Rh1>Clk^DN^ and Rh1>Ctrl at either D1 or D10. Scale represents the relative change in TF activity. E. CPM-normalized gene metaplots of ATAC-seq signal centered around Transcription Start Sites (TSS). F. ATAC-seq fold change heatmaps of signal centered around TSS for all actively expressed genes in photoreceptors. Fold change is obtained by dividing signal from Rh1>Clk^DN^ relative to Rh1>Ctrl, and log^2^ transformed to center changes around zero (no change).

Using *diffTF*, we identified 37 TFs with differential activity upon expression of Clk^DN^, or “Clock-regulated TFs”. Whereas 15 TFs had decreased activity, 22 showed increased activity in Rh1>Clk^DN^ relative to Rh1>Ctrl (Fig 4D). Interestingly, several of the genes encoding these Clock-regulated TFs are also directly bound by Clk and Cyc at their promoters (see Fig 3), including the eye-specific TFs *oc/Otd* and *ey*, as well as *Xrp1*, *onecut*, *crp*, and *Trl*. We also identified increased TF activity of the circadian regulator *vri*, which represses transcription of *Clk* [54]. Consistent with the reported role of *vri* as a repressor, we observed decreased levels of wild-type *Clk* transcript in Rh1>Clk^DN^ flies using qPCR with primers that differentiate between the wild-type and dominant negative version (see S2B Fig). Thus, these data suggest that the Clk:Cyc complex contributes to the maintenance of gene regulatory networks in photoreceptors by regulating transcript levels and/or TF motif/binding activity of many transcription factors.

Visual inspection of chromatin accessibility tracks showed that the Rh1>Clk^DN^ flies had an overall decrease in chromatin accessibility around promoters and throughout gene bodies (Fig 4C). To further evaluate this, we obtained gene metaplots averaging the ATAC-seq signal around promoters for all actively expressed genes in Rh1>Clk^DN^ and Rh1>Ctrl flies. Strikingly, we observed that expression of Clk^DN^ led to a widespread decrease in chromatin accessibility around transcription start sites, and this decrease in global accessibility was exacerbated at D10 relative to D1 (Fig 4E). These gene-based observations were corroborated by peak-based quantification (S4B Fig). Thus, our data suggest that disruption of the Clk:Cyc complex results in a global decrease in chromatin accessibility in photoreceptors, even though Clk and Cyc only have 475 direct gene targets in this cell type (Fig 3E). To further gain insight if these changes in accessibility were progressive between D1 and D10 for a given gene, we obtained heatmaps of ATAC-seq fold change signal for actively expressed genes at either D1 or D10 in which both heatmaps were sorted identically (Fig 4F). These heatmaps revealed that genes that had decreased accessibility at D1 also showed sustained decreases in accessibility at D10, suggesting that disruption of the Clk:Cyc complex has a role in promoting chromatin accessibility in photoreceptors at a large fraction of actively expressed genes, although our data does not identify if this role is direct or indirect.

Taken together, our data shows that expression of Clk^DN^ leads to dysregulation of TF levels and/or activity, suggesting the Clk:Cyc modulates gene regulatory networks associated with these TFs. In addition, expression of Clk^DN^ leads to a widespread decrease in chromatin accessibility that is independent from changes in gene expression, suggesting that the circadian clock contributes to the global maintenance of chromatin remodeling of actively expressed genes in *Drosophila* photoreceptors.

### Disruption of Clock activity leads to light-dependent retinal degeneration and light-independent accumulation of oxidative stress

Disruption of the phototransduction machinery by mutations in phototransduction genes that leads to loss of function or decreased expression is often associated with retinal degeneration [55]. Consistent with the GSEA analysis (see Fig 3H), cnet plots evaluating RNA-seq fold change for genes associated with phototransduction revealed significant decreases in transcript levels of 22 genes in flies expressing Clk^DN^ (Figs 5A and S5). These genes included many phototransduction components whose loss leads to light-dependent retinal degeneration, such as *Cds*, *Arr2*, *rdgB*, *trp*, *rdgC*, and *ninaC* (marked with a red asterisk, Fig 5A) [55]. Thus, we hypothesized that expression of Clk^DN^ in *Drosophila* photoreceptors would lead to retinal degeneration. 

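Of the 22 genes of Fig 5A, 21 were matched in the table and tested at both ages. All 21 were called down in Rh1>Clk DN at D1, with log2 fold changes from -2.89 for *trpl* to -0.83 for *rdgB* and a median of -1.401. At D10 all 21 were lower, by a median log2 fold change of -1.23, and 17 were called down. The other 4, *Gprk1*, *Galphaq*, *Ekar* and *dco*, had log2 fold changes of -0.62, -1.05, -0.41 and -0.39 at D10. limma's camera test gave p of 4.59e-25 at D1 and p of 8.86e-14 at D10 (4.59e-24 and 8.86e-13 adjusted over the lists tested). With the correlation between genes estimated from the data, these were 0.0339 and 0.00144. Adjusted over the list alone, the same numbers of genes passed. At D1 this and camera's p show no stability, because the list holds the paper's own calls on those samples. The D10 samples were not used to choose it. The median at D1 moved most without replicate 1 of Rh1>Clk DN, to -1.24. As a group these genes had no detectable interaction of genotype and age (median 0.22, camera p of 0.972, adjusted p = 0.972). It was positive for 13 and negative for 8, and 2 passed downward when adjusted over the list alone. The group value therefore does not exclude an interaction in single genes.

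**Figure D2:**
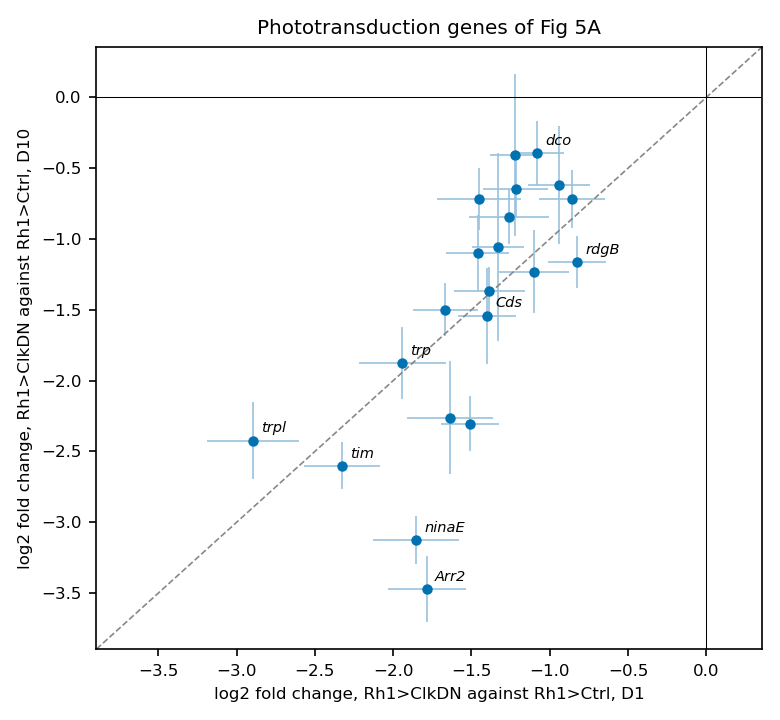
Log2 fold changes in Rh1>Clk DN relative to Rh1>Ctrl at D1 (horizontal axis) and D10 (vertical axis) for the 21 phototransduction genes of Fig 5A, with standard errors as lines and equal change as the dashed line. All 21 points lie at negative values on both axes, with *Arr2* lowest at D10.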

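*Cds* (FBgn0010350) was at 265 ± 35.8 CPM in Rh1>Clk DN and 723 ± 150.2 CPM in Rh1>Ctrl at D1 (SD, n = 3), and it had a log2 fold change of -1.401 (standard error 0.19). *trp* (FBgn0003861) was at 4370 ± 601 CPM against 17349 ± 6049 CPM (SD, n = 3), a log2 fold change of -1.94 (standard error 0.28). The log2 fold changes at D1 were -1.46 for *rdgC* (standard error 0.20), -1.39 for *ninaC* (standard error 0.23) and -0.83 for *rdgB* (standard error 0.18). Adjusted p-values at D1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.000795 for *Cds*, 0.00112 for *trp*, 0.000901 for *rdgC*, 0.00246 for *ninaC* and 0.0125 for *rdgB*. For *rdgB* they ranged from 1.9e-05 to 0.121 over the alternatives, and 6 of these did not call it. At D10 the log2 fold changes were -1.54 for *Cds*, -1.88 for *trp*, -1.098 for *rdgC*, -1.37 for *ninaC* and -1.16 for *rdgB*. All 5 were DEGs at D10, but *Cds* and *rdgC* were not called in any of the 3 fits that left out a Rh1>Clk DN replicate. *rdgC* was also not called at D10 without replicate 3 of Rh1>Ctrl (adjusted p = 0.0558 from edgeR's test) or with a replicate block (adjusted p = 0.0575). Over the alternatives, the adjusted p of *Cds* and *rdgC* ranged from 3.8e-06 to 0.0923 and from 3.89e-05 to 0.137. Genes on the other strand overlap *Cds* and *Arr2*. *Arr2* (FBgn0000121, chromosome 3L from 8647261 to 8648936) was at 423 ± 40.1 CPM against 1523 ± 468 CPM at D1 (SD, n = 3), a log2 fold change of -1.79 (standard error 0.25, adjusted p = 0.00102 from edgeR's test). At D10 it was at 426 ± 9.35 CPM against 4613 ± 1154 CPM (SD, n = 3), a log2 fold change of -3.47 (standard error 0.23, adjusted p = 3.4e-05 from edgeR's test). The interaction of genotype and age for *Arr2* was -1.59 and did not pass the threshold (adjusted p = 0.0546 from edgeR's test).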

To test this, we examined photoreceptor integrity using optical neutralization (see Materials and Methods) in Rh1>Clk^DN^ and Rh1>Ctrl flies that were maintained in either standard 12:12 hour light:dark (LD) or free-running, constant darkness (DD) conditions. We note that all of the flies used in this study had pigmented eyes (S5B Fig), and were not susceptible to light-mediated damage as is the case for *w*^*1118*^ flies. We found that Rh1>Clk^DN^ flies presented progressive retinal degeneration starting at day 5, when raised under standard light:dark (LD) conditions relative to Rh1>Ctrl flies (Fig 5B top and 5C left). Importantly, photoreceptors were intact at earlier adult stages just after eclosion (D1), although qPCR analysis from 1-day old heads shows that the *Clk*^*DN*^ transcript is already expressed at this age (S3B Fig). We observed retinal degeneration in two independent *UAS-Clk*^*DN*^ lines inserted on different chromosomes, suggesting that retinal degeneration is unlikely to result from insertion position of the transgene; moreover, all experiments were performed in progeny hemizygous for the *UAS-Clk*^*DN*^ transgene. To test if the retinal degeneration resulting from Clk^DN^ expression was dependent on light exposure, we raised Rh1>Ctrl and Rh1>Clk^DN^ flies in constant darkness (DD) and monitored retinal degeneration. Strikingly, rearing Rh1>Clk^DN^ flies in constant darkness prevented the onset of retinal degeneration in both Clk^DN^ lines (Fig 5B-bottom and 5C-right) demonstrating that expression of Clk^DN^ results in light-dependent retinal degeneration in adult *Drosophila* photoreceptors. Since Clk^DN^ expression resulted in light-dependent retinal degeneration, we next asked if expression of the analogous dominant negative for its partner Cycle (Cyc^DN^) caused a similar phenotype. Surprisingly, we did not observe any retinal degeneration in Rh1>Cyc^DN^ flies reared in standard LD conditions at either D5 or D10 (S5C Fig). When we examined the relative level of *Clk* and *cyc* transcripts in photoreceptors, we found that *Clk* transcripts are 10-times more abundant than *cyc* (S5D Fig). In addition, proteomic analysis of fly heads during the day revealed that there are about 5-fold fewer peptides corresponding to Cyc versus Clk [48]. Thus, the differences in phenotype between Clk^DN^ and Cyc^DN^ flies could arise because of differences in protein abundance; however, it remains possible that Clk and/or Cyc have independent functions in photoreceptors outside of the canonical Clk:Cyc complex.

**Fig 5:**
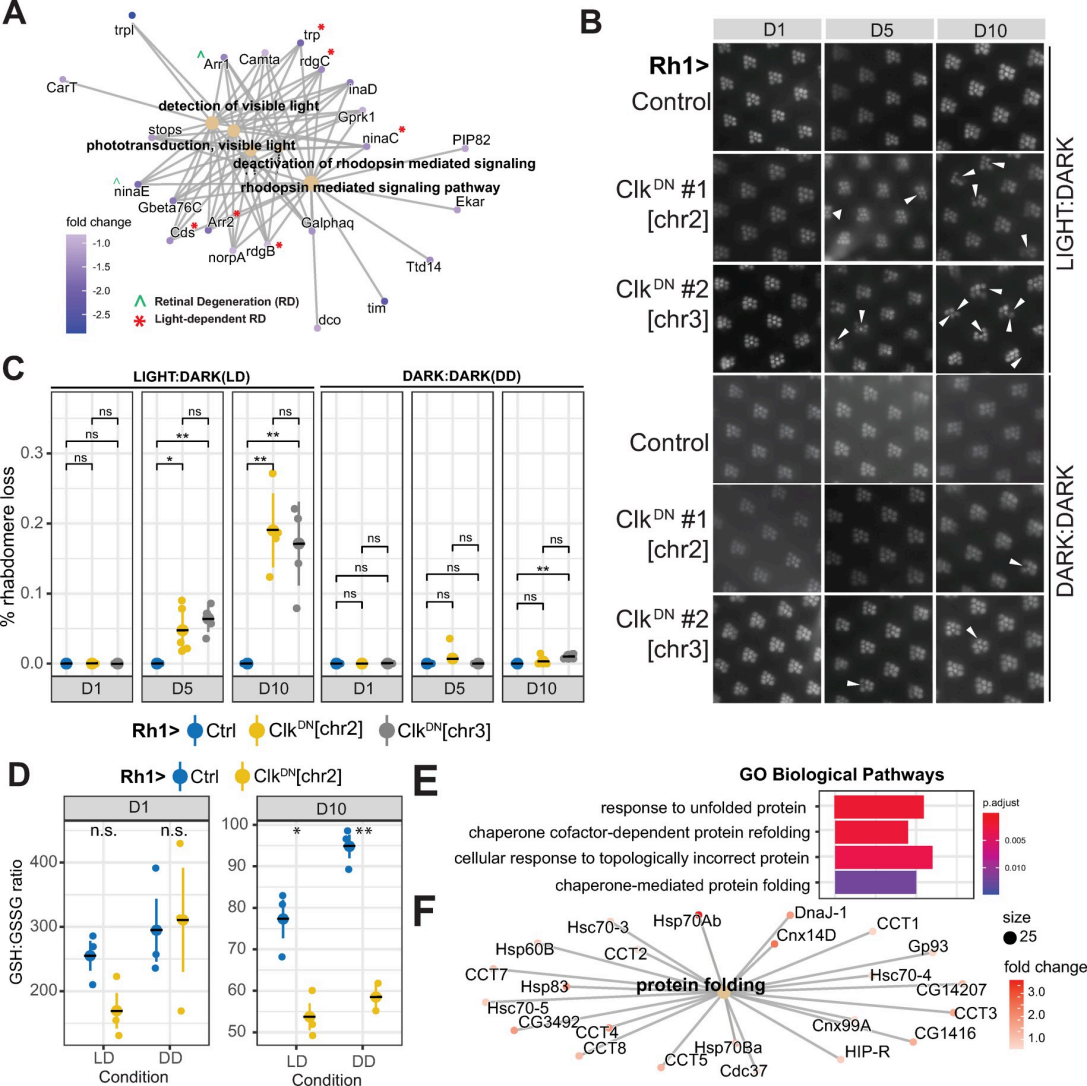
Expression of Clk^DN^ leads to light-dependent retinal degeneration and light-independent accumulation of oxidative stress. A. Cnet plot of DEGs (p-adj<0.05,|FC|>1.5) in Rh1>Clk^DN^ relative to Rh1>Ctrl at D1, associated with phototransduction-related GO terms. Genes associated with light-dependent and -independent retinal degeneration based on published literature are indicated by accent or asterisks. B. Representative images of eyes from flies expressing Clk^DN^ versus control at the indicated age reared in light:dark (LD–top) or constant dark (DD—bottom) conditions. Images were obtained using optical neutralization (see Materials and Methods). Arrows indicate position of missing/degenerated rhabdomeres. C. Scatter plot showing quantification of retinal degeneration in panel B. Individual eyes are shown as circles with means shown as horizontal black lines overlaying large circle (n = 5). The distribution for each LD reared sample was compared with the DD control for the same age using ANOVA followed by Tukey-HSD comparing ages, samples, and condition (L:D vs D:D). “n.s.” = not significant, “*” = FDR<0.05, “**” = FDR<0.005). D. Reduced(GSH):Oxidized(GSSG) Glutathione ratios in dissected eyes from flies of the indicated genotype, age, and condition. Statistics were performed as in panel C. E. Bar plots representing enriched GO terms amongst the genes that were upregulated in Rh1>Clk^DN^ at D10 relative to D1. F. Cnet plots of genes identified in panel E.

The circadian clock has also been shown to be necessary to protect cells against oxidative stress. For example, flies carrying the *Clk*^*Jrk*^ allele, which produces a mis-spliced *Clk* transcript and leads to decreased clock activity [56], show increased levels of reactive oxygen species (ROS) in aging brains [57]. Since light is a major source of oxidative stress in the eye [58] and Rh1>Clk^DN^ showed light-dependent retinal degeneration, we hypothesized that Rh1>Clk^DN^ flies exposed to light had increased oxidative stress levels relative to Rh1>Ctrl flies or flies reared in DD conditions. To test this, we performed a targeted metabolite assay to measure the ratio of reduced and oxidized glutathione (GSH:GSSG) in Rh1>Clk^DN^ and Rh1>Ctrl flies reared in LD or DD conditions at D1 and D10. In this assay, a lower GSH:GSSG ratio is indicative of increased oxidative stress levels [59]. We note that given the technical limitations for isolation of intact photoreceptors, we performed these targeted metabolite assays using dissected eyes. Using this approach, we found that oxidative stress levels did not show significant changes at D1 in any condition (Fig 5D-left). Unexpectedly, we observed a significant decrease in the GSH:GSSG ratio in Rh1>Clk^DN^ flies relative to Rh1>Ctrl flies raised in either LD and DD conditions at D10 (Fig 5D-right). Thus, our data shows that Clock activity protects the *Drosophila* eye against oxidative stress. However, since expression of Clk^DN^ only caused retinal degeneration in flies reared in LD, it is unlikely that the increased ROS levels are responsible for the retinal degeneration observed in Clk^DN^ flies at D10.

Together, these data suggest that the disruption in expression of the phototransduction machinery in photoreceptors that lack Clock activity is likely responsible for the light-dependent retinal degeneration that we observed upon expression of Clk^DN^. 

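The 23 protein folding genes named in Fig 5F were all tested in Rh1>Clk DN at D10 relative to D1. Their median log2 fold change was 1.357, and 21 were called up. The 2 others were *Hsp70Ba*, with a log2 fold change of -0.46, and *HIP-R*, with 0.94. limma's camera test gave p of 4.98e-21 (9.96e-20 after Benjamini-Hochberg adjustment over the lists tested), and 0.000479 with the correlation between genes estimated from the data. The list holds genes that the paper called up in this comparison of the same samples, so these values show no stability. Leaving out replicate 2 of the D10 group moved the median most, to 1.24. In Rh1>Ctrl the same comparison of ages gave a median of 1.72 over 19 tested genes, all 19 higher at D10 (camera p of 9.77e-27, adjusted p = 9.77e-26). Of these, 5 were called up (*Hsc70-3*, *Hsc70-4*, *Hsp70Ab*, *Hsp83* and *DnaJ-1*), and 14 passed when adjusted over the list alone. The rise was larger in Rh1>Ctrl than in Rh1>Clk DN for 14 of the 19 genes. Without replicate 2 of Rh1>Ctrl at D10, the library with the fewest counts, the median in Rh1>Ctrl was 1.357. The median of 1.357 in Rh1>Clk DN covers all 23 genes and that in Rh1>Ctrl fewer, so their match does not show equal rises. The interaction of genotype and age for the list of 23 had a median of -0.08 (camera p of 0.0497, adjusted p = 0.11, and 0.084 with the estimated correlation). *Hsp83* (FBgn0001233, chromosome 3L from 3192969 to 3197059) went from 137 ± 34.1 to 504 ± 15.0 CPM in Rh1>Clk DN and from 25.8 ± 8.93 to 928 ± 332 CPM in Rh1>Ctrl (SD, n = 3). The log2 fold changes of *Hsp83* were 1.86 and 5.22 (standard errors 0.16 and 0.40, adjusted p = 1.2e-06 and 0.000385 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its interaction of genotype and age was -3.28 (adjusted p = 0.00234 from edgeR's test). *Hsp70Ab* rose by log2 fold changes of 3.72 in Rh1>Clk DN and 7.47 in Rh1>Ctrl. The *Hsp70* genes are near-identical copies and UAS promoters carry *hsp70* sequence, so their counts are uncertain. In Rh1>Clk DN relative to Rh1>Ctrl, the 22 genes tested at D1 had a median log2 fold change of 0.59 (camera p of 0.00538, adjusted p = 0.00978), and the 23 tested at D10 a median of 0.36 (camera p of 0.129, adjusted p = 0.258).

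**Figure D3:**
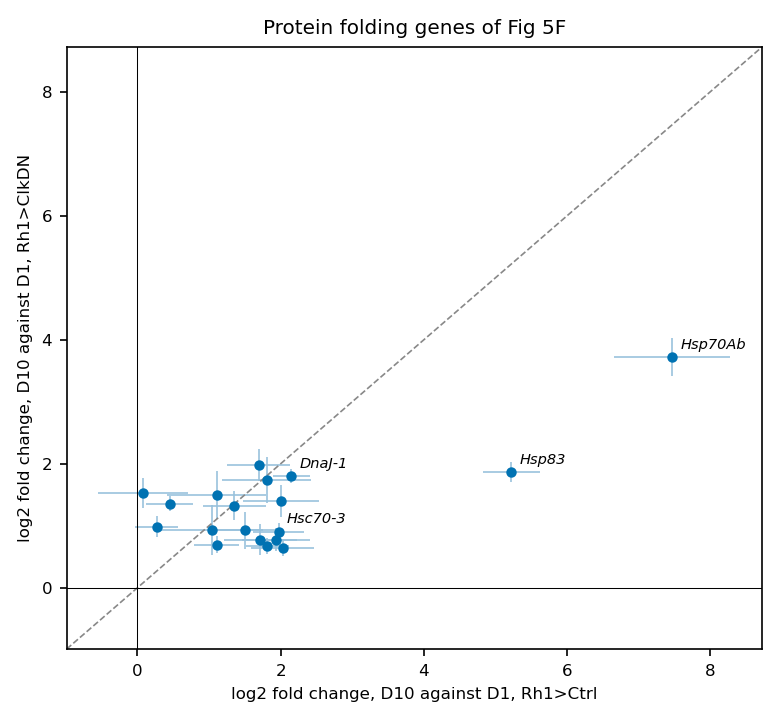
Log2 fold changes at D10 relative to D1 in Rh1>Ctrl (horizontal axis) and Rh1>Clk DN (vertical axis) for the 19 protein folding genes of Fig 5F tested in both genotypes, with standard errors as lines and equal change as the dashed line. All 19 points lie at positive values on both axes, and 14 lie under the dashed line.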

When we performed GO term analysis of genes that were differentially expressed in Rh1>Clk^DN^ at both D10 and D1, we observed significant upregulation of genes associated with response to unfolded protein and response to topologically incorrect protein, including many heat shock proteins and chaperones (Fig 5E and 5F). When the light-sensing Rhodopsin 1 (Rh1) is not properly inactivated, photoreceptor neurons experience substantial protein misfolding and ER stress, which leads to retinal degeneration in a light-dependent manner [55]. 

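*ninaE* (FBgn0002940, chromosome 3R from 19886255 to 19888206), which encodes Rh1, was at 1119.6 ± 4.95 CPM in Rh1>Clk DN and at 4215 ± 1554 CPM in Rh1>Ctrl at D1 (SD, n = 3). Its log2 fold change was -1.86 (standard error 0.28, adjusted p = 0.00143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At D10 *ninaE* was at 1152 ± 16.8 CPM against 9815 ± 306 CPM (SD, n = 3), a log2 fold change of -3.13 (standard error 0.17, adjusted p = 1.1e-05 from edgeR's test). *Arr1* (FBgn0000120, chromosome 2L from 18078269 to 18081307), which encodes an arrestin, had log2 fold changes of -1.51 at D1 and -2.304 at D10 (standard errors 0.18 and 0.20, adjusted p = 0.000451 and 0.000105 from edgeR's test). The interaction of genotype and age did not pass the threshold for *ninaE* (-1.18, adjusted p = 0.168 from edgeR's test) or *Arr1* (-0.70, adjusted p = 0.337).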

Since many of the genes that regulate Rhodopsin folding and inactivation were downregulated in Rh1>Clk^DN^ relative to Rh1>Ctrl flies, our data suggest that the circadian clock directly contributes to Rhodopsin maintenance in *Drosophila* photoreceptors. Importantly, the onset of light-dependent retinal degeneration associated with failures in Rh1 inactivation can be caused by several factors, including excessive endocytosis of Rh1 and increased Ca^2+^ influx [55,60–62]. We propose that Clock activity is protective in the retina because it promotes expression of genes that contribute to proper recycling of Rh1 upon light-exposure. However, our data also uncover an additional neuroprotective role of Clock by contributing to the response to oxidative stress, which might be important for additional tissues that do not contain the phototransduction machinery. This secondary role of Clock in the cellular response to oxidative stress might become increasingly important in advanced age, since accumulation of ROS is one of the hallmarks of aging.

## Discussion

The circadian clock maintains daily biological rhythms by controlling the expression of target output genes, and is highly conserved between *Drosophila* and humans [41]. Since many genes are rhythmically expressed in the retina including most of the phototransduction machinery [51,63,64], these observations suggest that the circadian clock plays a role in homeostatic regulation of the *Drosophila retina*. Here, we report that retina-specific expression of a dominant negative mutant of Clk in *Drosophila* leads to progressive light-dependent retinal degeneration and oxidative stress, showing that the circadian clock is required to maintain *Drosophila* photoreceptor integrity. Importantly, this role for the circadian clock in maintaining visual health is conserved in mammals because retina-specific disruption of *BMAL1*, the mice homolog of *cyc*, accelerates the loss of cone viability and function in aging *chx10*^*Cre*^*;Bmal1*^*Fl/Fl*^ mice, which otherwise show a normal lifespan [65]. Further, disruption of *BMAL1* leads to loss of spectral identity and integrity of cone cells in *Crx-Cre;Bmal1*^*Fl/Fl*^ [66], and the rat retina shows a circadian-dependent loss of resistance to light-mediated damage [67,68]. The circadian clock also plays a broader role in maintaining health during aging because mice deficient in *BMAL1* in all tissues have reduced lifespan and several symptoms of premature aging including cataracts and neurodegeneration [69–71]. Moreover, homozygous *Per*^*luc*^ mice exhibit age-dependent photoreceptor degeneration and premature aging of the retinal pigment epithelium [72]. Since the PER::LUCIFERASE fusion protein is wild type and is used as a model for studying circadian rhythms [73], this observation suggests that even very mild changes in the expression or function of core circadian clock regulators can negatively impact the health of the aging eye. Notably, disruption of circadian rhythms in the human eye contributes to glaucoma and is also implicated in development of myopia [74,75]. We note that while preparing this manuscript, a preprint showed that expression of Clk^DN^ under the photoreceptor-specific trpl-Gal4 driver caused decreased phototactic behavior in young flies relative to an age-matched control [76], which is consistent with the rhabdomere loss observed in our study. However, rhabdomere integrity was not tested by the authors of this study. Therefore, our studies suggest that the *Drosophila* retina serves as a useful model to study circadian-dependent regulation of photoreceptor homeostasis. It is important to note that Clk and Cyc could also have Clock-independent roles, as shown previously for aging brains [57]. Therefore, it will be important for future studies to establish Clock-dependent and -independent functions of Clk and Cyc in fly photoreceptors.

How does disruption of the circadian clock in photoreceptors lead to light-dependent retinal degeneration? Our data suggest that although Clk-dependent transcription is necessary to prevent high levels of oxidative stress in the eye, this is not the proximal cause of retinal degeneration in young flies. Instead, we favor a model in which Clk:Cyc directly binds and activates expression of genes encoding the phototransduction machinery in photoreceptors, maintaining the continued expression of these proteins that have an integral role in photoreceptor structure and function. Numerous studies have demonstrated that complete loss of function of individual phototransduction genes results in retinal degeneration, often dependent on light exposure [55]. Our data show a significant and substantial decrease in transcript levels of multiple phototransduction genes, and we propose that the cumulative decrease in expression of their corresponding proteins causes the light-dependent retinal degeneration in flies expressing Clk^DN^. However, because disrupting Clk:Cyc activity in photoreceptors had widespread effects on gene expression and chromatin accessibility, we cannot exclude the possibility that other pathways such as autophagy [77], Ca^2+^ signaling [78] and phosphoinositide metabolism [79] also contribute to the onset of light-dependent retinal degeneration.

The circadian clock has been implicated in the oxidative stress response in *Drosophila* [57,80] and in mammals [81]. Since the onset of many age-related eye diseases is particularly sensitive to disruptions in oxidative stress response [82], an increase in ROS levels in Rh1>Clk^DN^ eyes suggests an overall neuroprotective role for the circadian clock regulators in the retina, one which might become increasingly important with advanced age. Under standard laboratory conditions, wild-type flies with pigmented eyes only begin to exhibit the first signs of retinal degeneration after D50 [83]. Thus, we hypothesize that the increase in Clk:Cyc activity in aging photoreceptors protects against retinal degeneration in part, by promoting expression of genes that combat oxidative stress. Supporting this hypothesis, several stress response genes exhibit cyclic expression patterns in the head only in older flies (D55), and this cyclic expression is dependent on both Clk and oxidative stress [63]. However, because these studies were performed in female white-eyed *w*^*1118*^ flies [63], which already show substantial retinal degeneration by D15 to D30 [84], it remains to be elucidated if these age-associated changes in cyclic transcription also occur in flies with pigmented eyes.

Here, we identified an age-dependent increase in Clk and Cyc TF activity in photoreceptors via an unbiased integrative ATAC-seq and RNA-seq approach, which focused on identifying changes in TF activity during aging based on changes in chromatin accessibility around TF binding sites. Thus, our initial approach was not focused on circadian biology and the data was obtained from single time-point comparisons; samples were collected at ZT6 +/- 1 for aging experiments and at ZT9 +/- 1 for the Clk^DN^ experiments. Because of these sampling differences, the increase in Clk:Cyc TF activity in aging could reflect a change in the phase of Clk:Cyc binding to DNA during the day, as shown for Monarch butterfly brains [85], an increase in amplitude of binding activity, or both. Supporting the latter possibility, circadian analysis of the transcriptome of aging fly heads showed both an increase in the amplitude and a slight shift in phase of *tim* and *per* expression, moving earlier in the day as flies aged [63]. Other studies have observed a decrease in protein levels of the Clock repressor PER with age in *Drosophila* photoreceptors but not in pacemaker neurons [86,87], suggesting that the increased Clk:Cyc activity observed in our study could in fact reflect an increase in DNA binding of Clk:Cyc in old flies mediated by decreased repression by the Per:Tim complex. Nonetheless, the mechanisms underlying the age-associated changes in the circadian clock and Clk:Cyc TF activity in fly photoreceptors remain to be elucidated.

Overall, our work identifies a central role for the circadian clock in regulating the photoreceptor transcriptome. We observed that Clk:Cyc contributes to the expression of many thousands of genes in adult photoreceptors, consistent with reports from mammalian cells showing that Clock activity regulates the expression of 15% of expressed genes [53]. Clk and Cyc have been proposed to act at the top of a regulatory hierarchy to control widespread cyclic transcription in many cell types by regulating the expression of TFs [51,52]. Our data from photoreceptors are consistent with Clk:Cyc regulating expression of several important eye-specific TFs in *Drosophila* photoreceptors, suggesting a mechanism through which Clk and Cyc control expression of many genes indirectly. This is likely a widespread phenomenon across *Drosophila* tissues because gene regulatory network analysis of cyclic transcripts in brain, gut, Malphigian tubules, and fat bodies also identified many Clock-regulated TFs, including *h*, *hth*, *Mitf*, *and GATAd* [88].

Interestingly, *per* (*per*^*01*^) and *tim* (*tim*^*01*^) male mutants have extended lifespan, mediated by a loss of PER in intestine cells [89], suggesting that increased Clock activity in a particular tissue can lead to positive outcomes associated with health- and lifespan in a tissue- and sex-specific manner. Thus, identifying the molecular mechanism that underlie the age-associated changes in Clk:Cyc activity in aging photoreceptors and their impact on cellular homeostasis, which may be specific to the retina or other peripheral clocks in flies, will be an important area of research for future studies.

## Materials and methods

### Fly collection and maintenance

Rh1-Gal4>UAS-GFP^KASH^ (*w*^*1118*^*;; P{w*^*+mC*^ *= [UAS-GFP-Msp300KASH}attP2*, *P{ry*^*+t7*.*2*^ *= rh1-GAL4}3*, *ry*^*506*^) [3] flies were maintained on standard fly food as previously described. For aging experiments, flies were collected in a 3 day window after eclosion and transferred to population cages. For Clk^DN^ experiments, flies were collected in a 24 hour period and transferred to population cages. D1 corresponds to flies that were collected the first day immediately after eclosion. Flies for both aging and Clk^DN^ experiments were maintained in a 25°C incubator with a 12:12 hour light:dark cycle, where relative Zeitgeber Time (ZT) 0 corresponds to when the light cycle begins. For aging experiments, male flies were collected and flash-frozen at ZT6 (-/+) 1 hour. For Clk^DN^ experiments, male flies were collected and flash-frozen at ZT9 (-/+) 1 hour. We note that UAS-GFP^KASH^ and additional tagged KASH or QUAS flies [22] are available at Bloomington Drosophila Stock Center (BDSC) for nuclei immunoprecipitation in different tissues (#92580 for the UAS-GFP^KASH^ flies used in this study). Rh1-Gal4 (BDSC #8691), UAS-Clk^DN^ [#1] (BDSC #36319), UAS-Clk^DN^ [#2] (BDSC #36318) and UAS-LacZ (BDSC #8529) fly lines were obtained from BDSC. UAS-Cyc^DN^ were generously provided by Dr. Daniel Cavanaugh (Loyola University)

### Chromatin accessibility and transcriptome analysis of photoreceptors

Nuclei immuno-enrichment (NIE), Omni-ATAC, quantitative PCR (qPCR), and RNA-seq were performed on male *Rh1-Gal4>UAS-GFP*^*KASH*^ flies at the indicated ages as previously described [22]. Briefly, for NIE experiments, we processed 400 age-matched male flies per replicate. Three independent biological replicates were obtained and analyzed for all RNA-seq and ATAC-seq samples. RNA-seq and ATAC-seq data analysis were performed as described in [22,83]; details specific to this study are described below. The following primers were used for qPCR: *Clk*^*DN*^ (5’- CGACAAGGATGATACAGATCAG-3’ and 5’- ATTGCTGAGGAACGCAGGCT-3’); Clk^WT^ (5’- GCGAGAAGAAGCGACGAGAT-3’ and 5’- ATTGCTGAGGAACGCAGGCT-3’); *eIF1alpha* (5’- GCTGGGCAACGGTCGTCTGGAGGC-3’ and 5’- CGTCTTCAGGTTCCTGGCCTCGTCCGG-3’); *RpL32* (5’- GCTAAGCTGTCGCACAAATG-3’ and 5’- CGTTGTGCACCAGGAACTT-3’).

Note, we used the same reverse primer to detect either WT or DN Clk transcript by combining with corresponding Forward primer (Fwd).

RNA-seq fold change heatmap analysis: Heatmaps were obtained using log_2-_transformed fold change values obtained from pair-wise comparisons using DESeq2 [90]. For aging heatmaps, DEGs obtained from each comparison with D10 were pooled and de-duplicated. Plots were obtained using R (v4.0.3) package *pheatmap* (v1.0.12).

Differential TF activity using diffTF: DiffTF [27] analysis was performed using the default parameters: analytical approach (*nPermutations = 0)*, integration mode using raw counts obtained from STAR *(—quantMode GeneCounts)* [91], narrow peaks obtained using MACS2 [92]. TFBS bed files were obtained from PWMScan [93] using the Aug 2014 BDGP Rel6 + ISO1 MT/dm6 target genome with the 353 available motifs from the CIS-BP library [29] with default parameters *(p-value<0*.*00001*, *Bg base composition 0*.*29*,*0*.*21*,*0*.*21*,*0*.*29)*. Identified TFs were classified as significant if they had an FDR lower than 0.001 in at least *one* of the pair-wise aging comparisons with D10, or in either D1 or D10 analysis for the Clk^DN^ comparisons. Detailed protocols for NIE, RNA-seq, Omni-ATAC, ChIP-seq, and CUT&Tag are available at: dx.doi.org/10.17504/protocols.io.buiqnudw.

Clk ChIP-seq peak and photoreceptor ATAC-seq overlap: Previously published high-confidence peaks obtained from Clk and Cyc ChIP-seq data [51] were downloaded, and genomic coordinates were transformed from the *dm3* to *dm6* genome using the *LiftOver* tool from the UCSC Genome Browser website [94]. Genomic overlap was calculated using R (v4.0.3) packages *ChIPpeakAnno* (v3.24.2) and *GenomicRanges* (v.1.42.0).

Transcript per million (TPM) scatter plots: TPM values for each sample and replicate were obtained using TPMCalculator [95]. TPMs were averaged between biological replicates and used for scatter plot generation using R package *ggplot2* (v3.3.3). DEGs obtained with DESeq2 were colored on the TPM scatter plots.

### Optic neutralization

Optic neutralization and retinal degeneration quantification were performed as previously described [17,96]. Briefly, flies were glued to a glass slide using transparent nail-polish, and eyes imaged using bright-field microscopy. We note that optical neutralization using bright-field microscopy (with white light) is only possible with flies that have pigmented eyes, which is the case for all the flies tested in the present manuscript (See S5B Fig). Five biological replicates were analyzed for each sample, and retinal degeneration scores were assessed blindly.

### Targeted GSH:GSSG metabolomic assay

25 eyes per sample were collected from male flies of the indicated age, condition, and genotype (n = 3). Eyes were placed in a Covaris MicroTube with 110 μl of blocking solution (62.5 mg NEM, 3 mg EDTA, 5 mg NaHO_3_ disolved in 2 mL of 3:2 parts Water/MeOH (v/v)). Once all eyes were added to the blocking solution 10 μl of 100ng/ul of each internal standard was added ^13^C_2_-^15^N-GSH-NEM and ^13^C_4_-^15^N_2_-GSSG. Samples were homogenized using a Covaris Ultra Sonicator with the following settings: peak power: 200; duty factor: 10%; cycles per burst: 200; time: 300 seconds. Samples were then processed using an Agilent 1260 Rapid Resolution liquid chromatography (LC) system coupled to an Agilent 6470 series QQQ mass spectrometer (MS/MS) to analyze glutathione [97]. (Agilent Technologies, Santa Clara, CA). A Waters T3 2.1 mm x 100 mm, 1.7 μm column was used for LC separation (Water Corp, Milford, MA). The buffers were A) water + 0.1% formic acid and B) acetonitrile + 0.1% formic acid. The linear LC gradient was as follows: time 0 minutes, 0% B; time 2 minutes, 0% B; time 8 minutes, 30% B; time 9 minutes, 95% B; time 9.1 minutes, 0% B; time 15 minutes, 0% B. The flow rate was 0.3 mL/min. Multiple reaction monitoring was used for MS analysis. Data were acquired in positive electrospray ionization (ESI) mode. The jet stream ESI interface had a gas temperature of 350°C, gas flow rate of 9 L/minute, nebulizer pressure of 35 psi, sheath gas temperature of 300°C, sheath gas flow rate of 9 L/minute, capillary voltage of 4000 V in positive mode, and nozzle voltage of 1000 V. The ΔEMV voltage was 450 V. Agilent Masshunter Quantitative analysis software was used for data analysis (version 8.0).

## Supporting information

S1 Fig Pearson correlation aging RNA-seq. Pearson correlation heatmap of gene expression profiles from nuclear RNA-seq of aging samples (n = 3). Scores between 0 and 1 shown in each box correspond to Pearson’s r score.
(PDF) Click here for additional data file.

S2 Fig ATAC-seq peak genomic distribution. A. Bar plot showing the genomic distribution of accessible peaks identified in ATAC-seq data in Rh1>GFP^KASH^ during aging. Promoter annotation was based on -/+ 2 kb around transcription start sites. B. DNA binding motif for Clk and Cyc derived from CIS-BP database.
(PDF) Click here for additional data file.

S3 Fig DEG analysis in Clk^DN^ photoreceptors. 

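S3A Fig plots the core clock genes as log2 TPM, which scale each gene's reads by its length and by the library, whereas CPM scale by the library alone, so CPM compare a gene between libraries but not with other genes. In CPM, *cyc* (FBgn0023094, chromosome 3L from 19813770 to 19815938) was at 15.5 ± 4.38 in Rh1>Clk DN and 22.3 ± 6.80 in Rh1>Ctrl at D1, and at 12.4 ± 2.69 and 21.7 ± 4.82 at D10 (SD, n = 3). Its log2 fold changes of -0.49 at D1 and -0.83 at D10 did not pass the threshold (standard errors 0.32 and 0.31, adjusted p = 0.363 and 0.0887 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At D10 a fit without replicate 1 of Rh1>Ctrl did call *cyc* (log2 fold change -0.99, adjusted p = 0.0493 from edgeR's test), and over all alternatives its adjusted p ranged from 0.0493 to 0.398. *cwo* had log2 fold changes of -2.11 at D1 and -1.52 at D10 (standard errors 0.18 and 0.26, adjusted p = 5.8e-05 and 0.00374 from edgeR's test).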

A. Bar plot showing log_2_-transformed transcript per million (TPM) values for core Clock genes comparing Rh1>Clk^DN^ and Rh1>Ctrl at either D1 (left) or D10 (right) (mean +- SD, n = 3, P-value obtained using t-test). B. Bar plot showing *Clk*^*WT*^ and *Clk*^*DN*^ transcript levels measured in heads from male flies of the indicated genotype. Transcript levels are normalized to the geometric mean of housekeeping genes *eIF-1α* and *RpL32* (mean ± SD; n = 3, P-value obtained using t-test). “ND” = not detected, “*” = p-value<0.05, “**” = p-value<0.005. C. Box plots showing the fold change values for genes identified as direct or indirect targets. Fold change is obtained using DESeq2. P-adjusted > 0.05, |FC|>1.5. P-value is obtained using Wilcoxon test. D,E. Complete ridge plot obtained from Gene Set Enrichment Analysis comparing differentially expressed genes in Rh1>Clk^DN^ relative to Rh1>Ctrl at D1 (D) or D10 (E). F. Volcano plot showing differentially expressed genes from photoreceptors when flies are reared in free-running conditions (dark:dark) versus light:dark cycle. Significance is equivalent to -log_10_(adjusted p-value). Genes are colored based on changes in gene expression in D:D relative to L:D. Red is upregulated, and blue is downregulated. DEGs have p-adj < 0.05. G. Gene Ontology (GO) term analysis of genes that were significantly up-regulated (top) or down-regulated (bottom) in D:D relative to L:D.
(PDF) Click here for additional data file.

S4 Fig ATAC-seq analysis in Clk^DN^ photoreceptors. A. Bar plot showing the genomic distribution of accessible peaks identified in ATAC-seq data from the indicated genotypes and ages. Promoter annotation was based on -/+ 2 kb around transcription start sites. B. Volcano plots representing the differentially accessible peaks in Rh1>Clk^DN^ relative to Rh1>Ctrl. Differentially accessible peaks are defined as having a False Discovery Rate (FDR) < 0.05, and absolute fold change (|FC|) > 1.5.
(PDF) Click here for additional data file.

S5 Fig Optic neutralization in Rh1>Cyc^DN^ flies. 

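S5A Fig plots the fold changes of 22 phototransduction genes as a heatmap. Of these 22 genes, 21 were matched in the table, and all 21 had negative log2 fold changes at both ages. The only 1 that was not called down at D1 was *Pph13*, with a log2 fold change of -0.63 (standard error 0.25, adjusted p = 0.126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At D10 it was called down, with a log2 fold change of -0.86 (standard error 0.24, adjusted p = 0.0332 from edgeR's test). The genes of the heatmap had a median log2 fold change of -1.39 at D1 and -1.16 at D10. *Ttd14* had log2 fold changes of -1.45 and -0.72, and *inaD* of -1.64 and -2.26, at D1 and D10.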

A. Heatmap showing RNA-seq fold change values for genes associated with phototransduction in flies expressing Rh1>Clk^DN^ relative to Rh1>Ctrl at D1 or D10. Fold change values are represented inside each square, and color-labelled based on fold change score. B. Images corresponding to representative flies from the indicated genotypes used to assess retinal degeneration via optical neutralization. Only males are shown, but females also showed similar eye pigmentation. C. Representative images of eyes from flies expressing Cyc^DN^ at the indicated age reared in light:dark (LD) conditions. D. *Clk* and *cyc* transcript ratios in aging samples. Kruskal-wallis test was used to determine differences amongst all groups, and pair-wise comparisons were obtained using standard t-test. No comparison was significant.
(PDF) Click here for additional data file.

S1 Table DEGs identified during aging. Differentially expressed genes comparing each aging time point relative to D10 (n = 3).
(XLSX) Click here for additional data file.

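Each sheet of S2 Table, which lists the DEGs, gives a mean, a standard error, a p-value, an adjusted p-value and a log2 fold change per gene. In 3 of the sheets, all but that of Rh1>Clk DN relative to Rh1>Ctrl at D10, the means could be rebuilt from the deposited counts as weighted sums of the 6 samples of the comparison, with a largest relative difference of 4.9e-06. In the D10 sheet, all 1997 lines read equal those of the sheet that compares the ages in Rh1>Ctrl. In the D1 sheet, the lines read held 824 genes that pass both of the paper's thresholds upward. Of these, 812 were tested here and 771 were called up, or 786 with DESeq2.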

S2 Table DEGs identified in Clk^DN^. Differentially expressed genes comparing Rh1>Clk^DN^ relative to Control (n = 3) at D1 or D10.
(XLSX) Click here for additional data file.

S3 Table Gene list with Flybase IDs. List of genes used in the manuscript, with corresponding abbreviations, and Flybase gene IDs
(XLSX) Click here for additional data file.

S4 Table Raw data retinal degeneration quantification. (XLSX) Click here for additional data file.

S5 Table Raw data redox glutathione measurements. (XLSX) Click here for additional data file.

# Supplementary material for: The Clock:Cycle complex is a major transcriptional regulator of Drosophila photoreceptors that protects the eye from retinal degeneration and oxidative stress
**Source:** PLoS Genet. 2022 Jan 31;18(1):e1010021. doi: 10.1371/journal.pgen.1010021

**A**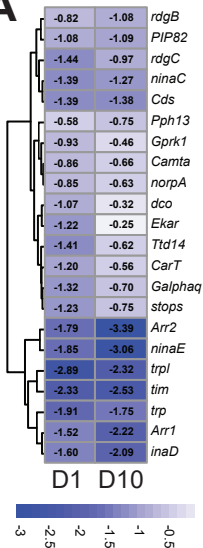**B**

Rh1&gt;LacZ

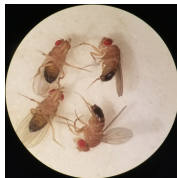Rh1>Clk<sup>DN</sup>[Chr2]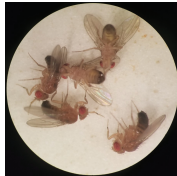Rh1>Cyc<sup>DN</sup>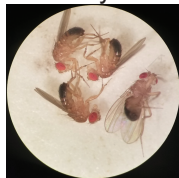Rh1>Clk<sup>DN</sup>[Chr3]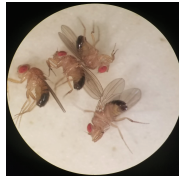**Genotype**
 $w^{1118}; P\{w^{+mC}=UAS-lacZ.Exel\}2/+; P\{ry^{+17.2}=rh1-GAL4\}3, ry^{506}/+$ 
 $w^{1118}; P\{w^{+mC}=UAS-cyc.delta\}2/+; P\{ry^{+17.2}=rh1-GAL4\}3, ry^{506}/+$ 
 $w^{1118}; P\{w^{+mC}=UAS-Clk.Delta\}1/+; P\{ry^{+17.2}=rh1-GAL4\}3, ry^{506}/+$ 
 $w^{1118}; +/+; P\{w^{+mC}=UAS-Clk.Delta\}865/P\{ry^{+17.2}=rh1-GAL4\}3, ry^{506}$ 
**C**Rh1>  
Cyc<sup>DN</sup>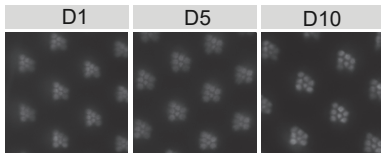**D**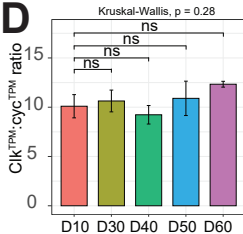

**Supplement:** S5 Fig — A. Heatmap showing RNA-seq fold change values for genes associated with phototransduction in flies expressing Rh1>ClkDN relative to Rh1>Ctrl at D1 or D10. Fold change values are represented inside each square, and color-labelled based on fold change score. B. Images corresponding to representative flies from the indicated genotypes used to assess retinal degeneration via optical neutralization. Only males are shown, but females also showed similar eye pigmentation. C. Representative images of eyes from flies expressing CycDN at the indicated age reared in light:dark (LD) conditions. D. Clk and cyc transcript ratios in aging samples. Kruskal-wallis test was used to determine differences amongst all groups, and pair-wise comparisons were obtained using standard t-test. No comparison was significant.

How the deposited data were processed for this re-analysis (not part of the article)

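RNA sequencing of photoreceptor nuclei was analysed in 12 samples, 3 each of Rh1>Clk DN and Rh1>Ctrl at D1 and at D10. The authors deposited counts per gene in each sample, under a name that calls them normalized. The values were checked against this name. All of them are whole numbers, their totals per sample differ by up to 4.15-fold, and the means in 3 sheets of S2 Table are weighted sums of them to within 4.9e-06. They were therefore treated as counts without normalization. STAR is the counting tool that the paper's text names, in the description of diffTF. The text gives neither the strand setting nor the release of the annotation. The paper's DESeq2 comparisons come after these counts and are not part of them.

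Of the 13929 genes, 13866 had a symbol and a location in Ensembl release 115, on the dm6 genome. Every column of counts was used. The samples were grouped by the genotype and age in their titles, which give day 2 where the paper gives D1. The sample with the fewest counts was replicate 2 of Rh1>Ctrl at D10, with 1356529, and that with the most was replicate 3 of Rh1>Clk DN at D1, with 5635951. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom from 3.1 to 58.0 over the 12 pairs, so that spread between replicates and not depth alone set the precision.

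Each pair of groups was fitted by itself with edgeR 4.0.16 in R 4.3.3, after TMM normalization, with the quasi-likelihood test. The test planned for normalized values was limma on log2 values, with edgeR's named in its place for raw counts. Genes were tested if they had at least 10 counts in at least 3 samples of the fit. They were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5 in either direction. The interaction of genotype and age was fitted over all 12 samples and called at an adjusted p under 0.05. Lists of genes were tested with the camera function of limma 3.58.1, with a correlation between genes of 0.01, and adjusted over the lists tested in a comparison. Standard errors of log2 fold changes were derived from edgeR's test, as the absolute log2 fold change divided by the square root of its F statistic. Errors of CPM are standard deviations over 3 samples. With 3 samples against 3, an exact permutation test of a single gene has no p under 0.1, so none is given. The p-values of camera are not exact, and rest on the model fitted across all genes. For genes named by rank, a fold against a group with at most 3 counts in every library was computed against that floor and is a lower bound. Medians and tests of lists use the fitted fold changes of such genes, which are not bounds. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

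The gene lists were those of Figs 3G, 4A, 5A, 5F and S5A, the core clock genes, and lists of phototransduction, chaperone, antioxidant and cell type marker genes written beforehand. A list of homeotic and segmentation genes was written after Fig 4A and S2 Table had been read. Lists for the testis, the accessory gland and the egg shell were written after the counts had been examined and before these genes were looked at. Genes are named by a rule fixed beforehand. It takes each gene the paper names for this experiment, and, in each comparison of genotypes, the 3 largest rises and falls among called genes with a mean count of at least 50 and groups that do not overlap. The symbols Camta, Cdsa, linc, Glu4EF, Hop, Trh and fc177 had no match in the table and were left out.

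The alternatives were limma on log2 values with pseudocounts of 1, 0.5 and 5, limma after quantile normalization, no filter on low counts, a mean count of at least 50, scaling to the same total, a block for the replicate number, DESeq2 1.42.0, and all 12 samples in one fit. Each replicate was also left out in turn, under the same rule of at least 10 counts in 3 samples. A gene with such counts in only 1 group was then not tested if that group lost a sample. Calls were repeated with no fold change threshold, with a fold change over 2 and with an adjusted p under 0.01, and camera with correlations estimated from the data and without the *Hsp70* genes. The test was also run on counts simulated for the comparison of genotypes at D1, with 200 changed genes, of which 171 were tested. DESeq2 called 114 of these and 28 unchanged genes, and limma called 89. With no changed gene, edgeR called 0 of 8055 genes. The interaction was found for 63 of 187 changed genes (33.7%) among 8709 tested.

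The chromatin accessibility, transcription factor activity and binding, and behaviour of the flies were not analysed here. GC content was not used here either.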

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

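The test of noise at the threshold, which compares the calls of both ages with the interaction, was chosen only after the result was seen. The list of homeotic and segmentation genes was written after Fig 4A and S2 Table had been read, where *cad* is seen to rise.

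The genotype effect differed between the ages for 56 of 9135 genes, by the test of the interaction, a difference between groups. Of these, 39 were higher and 17 lower at D10 than the effect at D1. The interaction was recomputed with the samples of each genotype divided between the ages in each of the 100 possible ways. Among the 16 splits that part every pair of same-numbered samples, as the real one does, 1 gave as many genes, the real one, and the highest other gave 37. Splits that part fewer same-numbered samples reached 46. Among all 100 splits, too, only the real one gave 56 or more. With 16 splits the share is never under 0.05, whatever the count, so by the matched splits alone the 56 genes cannot be told apart from a chance arrangement of the samples, which is no evidence that chance explains them. Age is the biological explanation that the design offers, and sequencing batches are not labelled, so it stays a hypothesis.

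The 85 TF genes of Fig 4A had a median interaction of genotype and age of 1.06, a difference between the ages (camera p of 0.000829, adjusted p = 0.00595). It was positive for 62 of them, and 2 were called one by one, *Dif* and *CG4374*. With the correlation between genes estimated from the data, the p was 0.43. An explanation tested was the spread of the D1 control group. Without replicate 3 of that group the median interaction was -0.29 and the p 0.315. A larger rise at D10 may therefore be a result of that library, and no biological explanation can be set apart from it.

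The chaperone genes had a median interaction of -0.86, again a difference between the ages (camera p of 5.73e-07, adjusted p = 1.15e-05, and 0.0252 with correlations estimated from the data). It was negative for 31 of 40 genes, of which 2 were called, *Hsp83* and *Hsp26*. The latter was chosen after its values were seen. The spread of the D1 control group was tested by leaving out its replicate 3, and the median was then -0.71 (p of 6.72e-05). Reads shared with the *Hsp70* promoter of the UAS transgenes were tested by leaving out the *Hsp70* genes, and the median was then -0.71 (p of 1.74e-05). Neither explains the whole difference. Library totals were lowest in Rh1>Ctrl at D10, and GC content and sequencing batches were not tested, so a weaker rise with age under Clk DN may be one explanation among these.

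In Rh1>Ctrl, chaperone genes rose from D1 to D10 by a median log2 fold change of 1.47, a signal in a comparison for which the paper's text does not name these genes. Of 32 tested, 31 were higher and 7 were called up, or 20 when adjusted over the list alone (camera p of 1.65e-30, adjusted p = 3.3e-29, and 0.00699 with correlations estimated from the data). The median stayed positive with each scaling that was tried. Without the *Hsp70* genes it was 1.40 (p of 1.51e-25), so reads shared among these copies do not explain it fully. The lowest median was 0.92, without replicate 2 of Rh1>Ctrl at D10, the sample with the fewest counts. Age may explain the rise, but the ages differ in library totals as well, and GC content and batches were not tested.

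Homeotic and segmentation genes outside Fig 4A rose in Rh1>Clk DN relative to Rh1>Ctrl, a signal in genes outside that figure. The paper's discussion names *h*, 1 gene of the list, which was not called at either age. At D1 the median log2 fold change of 12 tested genes was 2.65, with 10 higher and 6 called up (camera p of 5.27e-05, adjusted p = 0.000151). At D10 it was 2.55 for 10 tested genes, with 9 higher and 5 called up, *pb*, *Abd-B*, *cad*, *slp2* and *odd*, named after their values were seen (camera p of 0.000109, adjusted p = 0.000311). No Rh1>Ctrl library at D1 had more than 3 counts for *cad*, and at D10 this held for 2 of the 10 genes, *cad* and *pb*. The medians use the fitted values of these genes, which are not bounds. For *cad* at D10 the fitted log2 fold change was 8.42, while the floor of 3 counts gives at least 5.36-fold. Within Rh1>Clk DN the list fell from D1 to D10, by a median of -1.58 over 13 tested genes, 8 of them called down (camera p of 1.06e-08, adjusted p = 7.07e-08). Adjusted over the list alone, 8 and 6 genes passed. At D1, p was 0.153 with correlations estimated from the data, and with no filter on low counts the median was 0.02. At D10 the p rose to 0.425, 0.886 and 0.578 in the 3 fits that each left out a Rh1>Clk DN replicate. The medians were then 0.85, 0.10 and 0.69. The rule of at least 10 counts in 3 samples left *cad* and *pb* untested in these fits. These values therefore cover fewer genes, and do not show whether the rise of the full list is stable. Without *cad* the medians were 2.57 (p of 0.0018) at D1 and 2.37 (p of 0.000788) at D10. RNA from other cell types was tested with 6 marker lists, of which 1 rose at D1, that of glia (adjusted p = 0.0114). Genomic DNA in the library was tested by the ratio of X to autosome counts per kilobase of the genes called up at D1, which was 1.34. RNA from the testis was tested with a list of its genes, which did not rise (p of 0.845). RNA from the accessory gland was tested in the same way, and its 4 tested genes had a median of 2.69 at D1 (p of 0.0161) and 5.86 at D10 (p of 7.39e-07). Within Rh1>Clk DN, however, the gland genes did not fall from D1 to D10 (median 0.45, p of 0.348), while the homeotic list did. At D1 the whole gland list was at 53.9, 45.5 and 60.5 CPM in Rh1>Clk DN and at 8.71, 2.38 and 56.7 CPM in Rh1>Ctrl, and at D10 at 69.2, 71.9 and 69.7 CPM against 5.63, 4.42 and 2.67 CPM. The gland list thus follows genotype, apart from replicate 3 of Rh1>Ctrl at D1, but not the fall of the homeotic list with age, so RNA of the gland may account for part of the rise and not for the whole pattern. A wider loss of repression in Rh1>Clk DN may raise these genes, which was not tested.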

How the results depend on the processing

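No tests in this part were chosen only after the result was seen, and the alternatives, the thresholds and the rule for naming genes were set before the data were examined.

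The median log2 fold changes of the gene lists for the Clk:Cyc targets, the genes of Fig 5A, and the genes of Fig 5F and the chaperones between the ages, kept their direction and their side of the threshold under each alternative. Those of the phototransduction pathway and of Fig 4A did so too, except that at D1 camera with estimated inter-gene correlation gave p of 0.103 for the pathway (median -1.16) and p of 0.0643 for Fig 4A (median 1.97). For Figs 5A and 4A at D1 and Fig 5F in Rh1>Clk DN, such values show no stability. The paper chose the genes of Figs 5A and 5F for the same change in the same samples. Those of Fig 4A are its calls on these data, and the age used to choose them is not stated, so their values at D10 may show no stability either. For the homeotic genes, the weaker values are given with that result above.

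With an adjusted p under 0.01, 744 genes were called at D1, 921 at D10 and 1261 at either age, and 5 in Rh1>Ctrl and 808 in Rh1>Clk DN between the ages. The 5 were *Hsp83*, *Hsp70Ab*, *DnaJ-1*, *CG6231* and *Stacl*, the last 2 named after their values were seen. With a fold change over 2, 774 were called in Rh1>Clk DN. With a mean count of at least 50, 1171 were called at D10, 77 in Rh1>Ctrl and 136 for the interaction. With no low-value filter, Rh1>Ctrl gave 147 and the interaction 105. In Rh1>Ctrl limma gave 27 genes with a pseudocount of 1 and 19 with 0.5. DESeq2 gave 189 genes in Rh1>Ctrl and 269 for the interaction. A fit of all 12 samples gave 322 in Rh1>Ctrl and 297 in Rh1>Clk DN. For the interaction, limma after quantile normalization gave 132 and scaling to the same total 108. The cause was not tested for these counts. The other counts stayed within 1.5 times those reported.

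With a replicate block, 1096 genes were called at D10 and 30 for the interaction. Replicate numbers belong to different flies, and the correlations of same-numbered samples were between -0.063 and 0.086 over 12 pairs, so a block takes up degrees of freedom without a shared source.

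Across the fits that each left out a replicate, the counts ranged from 748 to 2206 at D1, from 552 to 2450 at D10 and from 1465 to 2911 at either age. They ranged from 1 to 171 in Rh1>Ctrl, from 834 to 1540 in Rh1>Clk DN and from 12 to 117 for the interaction. In Rh1>Ctrl between the ages, the log2 fold change of *cyc* was 0.00 and took either sign. It was -0.0201, -0.0201 and -0.0203 with limma at pseudocounts of 1, 0.5 and 5, -0.0468 after quantile normalization, -0.0403 with no low-value filter, -0.0466 with a mean count of at least 50, -0.0485 with DESeq2 and -0.0432 in the fit of all 12 samples. It was between -0.26 and 0.19 without a replicate, and that of *per* between -0.22 and 0.57.

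Of 769 values for 49 results of single genes, 717 kept their direction and side of the threshold, 34 were weaker, 5 stronger and 13 reversed, all 13 for *cyc* and *per* in Rh1>Ctrl. Quantile normalization shifted the median of all genes by -0.16 at D1 and -0.14 at D10. The share of rises among the calls was 63.6% at D1 and 61.4% at D10. It became 50.9% at D1 (858 up and 828 down) and 53.7% at D10 with quantile normalization, and 69.4% at D10 with scaling to the same total. The depth of the controls at D10 limits the fold changes of genes with few counts there. For 26 of the 79 genes of Fig 4A, the counts there give only a lower bound, and the fitted values are uncertain.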

Differences from the paper's values

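No tests in this part were chosen only after the result was seen.

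In Rh1>Ctrl at D10 relative to D1, 51 genes were called against the paper's 147. Of the alternatives set before the data were examined, no low-value filter gave 147, DESeq2 189 and the fit without replicate 2 of Rh1>Ctrl at D10 171, which are within 1.5 times the paper's count. The others, from 1 to 322, are not. By direction 23 genes were up against about 76 in Fig 3C, read by eye, and 28 were down against about 71 in Fig 3C, read by eye. The same 3 alternatives came within 1.5 times these values, with 75, 94 and 83 up and 72, 95 and 88 down, and the others did not.

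At D1, 40 TF genes of Fig 4A were called up against the paper's 62. Within 1.5 times the paper's count were limma with a pseudocount of 1 (45), 0.5 (43) and 5 (46), quantile normalization (45), no low-value filter (44), the replicate block (44) and the fit without replicate 3 of Rh1>Ctrl at D1 (59). The other alternatives set before the data were examined, from 30 to 41, were not. The list read from Fig 4A holds 85 names.

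For *Clk* at D10, the log2 fold change was 7.21 against the paper's 0.772921 in the sheet of S2 Table for Rh1>Clk DN relative to Rh1>Ctrl at D10. The alternatives gave 6.98 to 7.49, and none of those set before the data were examined closed the gap. The 1997 lines read of that sheet are the same, gene by gene and value by value, as the 1997 read of the sheet for Rh1>Ctrl at D10 relative to D1.

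The paper states that core clock genes, of which it names *vri*, *tim* and *per*, did not change with age in Rh1>Ctrl. Here *cwo* was called, with a log2 fold change of -1.71, and the paper's own value for it in S2 Table is -1.61218 with an adjusted p of 1.75e-05. It was not called with limma at a pseudocount of 0.5, or without any 1 replicate of Rh1>Ctrl at D1 or replicate 3 at D10. *Clk* was called there in the fit of all 12 samples and without replicate 2 of Rh1>Ctrl at D10. The paper describes *Pdp1* as lower in Rh1>Clk DN at both ages. At D10 its log2 fold change was -0.94 and it was not called, but it was called in the fit of all 12 samples and without replicate 2 of Rh1>Ctrl at D10.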

Other observations

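The test of noise at the threshold, given beside the counts of D1 and D10, was chosen only after the result was seen. Lists of testis, accessory gland and egg shell genes were written after the counts had been examined.

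The library of replicate 3 of Rh1>Ctrl at D1 held low counts on genes that the other 2 libraries of its group do not detect. Of the 3040 genes without a count in those 2, 76.3% had counts in it, 22552 counts or 0.841% of its total, and none had 100 or more. Genes without any count numbered 832 in this library, against 3996 and 3749 in the other 2. Genomic DNA was tested by the ratio of X to autosome counts per kilobase, since males carry a single X. It was 0.393 (permutation p = 1e-04, the smallest that 10000 permutations can give), while other libraries had 0.813 to 1.01 on the same genes, and 1.69 to 1.84 in Rh1>Clk DN at D10. Among genes with a count under 10 it was 0.588. Of the egg shell genes, all 8 that were silent in the other 2 had counts in it, at 1.13 times the counts per kilobase of the other silent genes. RNA from other cell types was tested with marker genes, of which 3 were among the silent genes (permutation p = 0.22), RNA from the testis with 9 (permutation p = 0.12) and RNA from the accessory gland with 3 (permutation p = 0.04). Counts by exon length were found for 71.5%, 80.2%, 83.1% and 54.9% of the silent genes from the shortest class to the longest. The accessory gland list held 152 of this library's counts, too few to account for those on the silent genes. The low share in the longest class goes against DNA spread evenly over the genes, while the X to autosome ratio fits DNA, so genomic DNA is not established as the source. The design offers no biological one.

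More genes were called at D10 than at D1, 1852 against 1324. The spread of the D1 control group was tested by leaving out the library described above, and 2206 of 7772 genes were then called at D1, 1292 of the 1324 among them. Of the 2206, 1147 were also called at D10, 1140 in the same direction. Of 2628 genes called at either age and tested at both, 1199 (45.6%) then had the larger change at D10, against 62.2% with all samples. Leaving out a control at D10 gave 1256 to 2450 genes. A threshold crossed by noise rather than a larger effect was tested by the interaction, which called 56 genes. That test has little power, with 33.7% of the changed genes recovered in simulated counts, and 1167 of 9135 genes had an unadjusted p under 0.05. Noise and a larger effect at D10 may both explain the difference in counts.

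Other arrangements of the 6 samples in each pair of groups were fitted in the same way. Of the 10 splits, 4 part each pair of same-numbered samples, and among those 1 of 4, the real one, gave as many genes for D1, for D10, for Rh1>Ctrl and for Rh1>Clk DN. The other 6 splits part fewer such pairs, and none of the splits other than the real ones called a gene. With so few splits the share is never under 0.05, whatever the counts, so by this test they cannot be told apart from a chance arrangement, and it is no evidence that chance explains them.

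Genes called up at D1 were neighbours on the chromosome for 198 pairs of adjacent tested genes, against 84.6 on average over permutations. Overlapping genes that share reads were tested by leaving out pairs that overlap, and 165 pairs then remained against 70.6 (permutation p = 1e-04, the smallest that 10000 permutations can give). Shared reads do not explain it fully. Chromatin domains may be a candidate explanation, which was not tested.

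In Rh1>Clk DN, chaperone genes rose from D1 to D10 by a median log2 fold change of 0.74, with 21 of 38 called up and *Hsp67Bc*, chosen after its values were seen, called down (camera p of 1.72e-12, adjusted p = 1.72e-11). Reads shared with the *Hsp70* promoter of the UAS transgenes were tested by leaving out the *Hsp70* genes (p of 6.69e-11). Aging alone was tested in Rh1>Ctrl, where the same list rose (p of 1.65e-30). Of the 31 genes tested in both genotypes, 26 were higher at D10 in both, and 25 had the larger rise in Rh1>Ctrl. The rise in Rh1>Clk DN may therefore be one of age. Between the genotypes the median was 0.60 at D1 (p of 0.00496, adjusted p = 0.00978, but 0.0722 with correlations estimated from the data) and 0.08 at D10 (p of 0.818, adjusted p = 0.861).

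A fall of antioxidant genes with the loss of Clk activity was tested as a hypothesis at D10. Their median log2 fold change was 0.23 (p of 0.768), with *Prx2* and *Gclc* called up and *Gclm* called down, named after their values were seen. The fall was not seen.

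Of the variance among the 12 samples, the leading component held 41.0%, and the next 3 held 14.3%, 11.3% and 9.64%. On the leading component, Rh1>Clk DN libraries lay between 39.39 and 65.76. Replicate 3 of Rh1>Ctrl at D1 lay on their side, at 24.13, and the other Rh1>Ctrl libraries between -85.54 and -60.37.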
